# Transcriptomic Analysis and C-Terminal Epitope Tagging Reveal Differential Processing and Signaling of Endogenous TLR3 and TLR7

**DOI:** 10.3389/fimmu.2021.686060

**Published:** 2021-06-15

**Authors:** Chiung-Ya Chen, Yun-Fen Hung, Ching-Yen Tsai, Yi-Chun Shih, Ting-Fang Chou, Ming-Zong Lai, Ting-Fang Wang, Yi-Ping Hsueh

**Keywords:** toll-like receptor, transcriptomic analysis, RNA-seq, epitope tagging, MYD88, signalosome

## Abstract

Toll-like receptor (TLR) signaling is critical for defense against pathogenic infection, as well as for modulating tissue development. Activation of different TLRs triggers common inflammatory responses such as cytokine induction. Here, we reveal differential impacts of TLR3 and TLR7 signaling on transcriptomic profiles in bone marrow-derived macrophages (BMDMs). Apart from self-regulation, TLR3, but not TLR7, induced expression of other TLRs, suggesting that TLR3 activation globally enhances innate immunity. Moreover, we observed diverse influences of TLR3 and TLR7 signaling on genes involved in methylation, caspase and autophagy pathways. We compared endogenous TLR3 and TLR7 by using CRISPR/Cas9 technology to knock in a dual Myc-HA tag at the 3’ ends of mouse *Tlr3* and *Tlr7*. Using anti-HA antibodies to detect endogenous tagged TLR3 and TLR7, we found that both TLRs display differential tissue expression and posttranslational modifications. C-terminal tagging did not impair TLR3 activity. However, it disrupted the interaction between TLR7 and myeloid differentiation primary response 88 (MYD88), the Tir domain-containing adaptor of TLR7, which blocked its downstream signaling necessary to trigger cytokine and chemokine expression. Our study demonstrates different properties for TLR3 and TLR7, and also provides useful mouse models for further investigation of these two RNA-sensing TLRs.

## Introduction

Innate immunity is the first line of defense for eliminating pathogens. To detect diverse pathogens, hosts have evolved various pattern recognition receptors (PRRs) to recognize foreign molecules derived from pathogens (1, 2). Toll-like receptors (TLRs), some of the best studied PRRs, are critical for detecting bacterial and viral molecules and for triggering expression of downstream target genes, including cytokines and chemokines, to activate an inflammatory response and remove pathogens (3–5).

Of the 13 recognized TLRs, TLR3, TLR7, TLR8 and TLR9 are known as nucleic acid-sensing TLRs (4, 6, 7). TLR3 responds to double-stranded RNA (dsRNA), whereas TLR7 and TLR8 both recognize single-stranded RNA (ssRNA) (8–10). TLR9 binds to demethylated DNA, mainly derived from bacteria and viruses (11). In addition to detecting the DNA or RNA of pathogens, nucleic acid-sensing TLRs also recognize endogenous damage/danger signals such as self mRNA and DNA derived from dead cells from injured tissues (4, 12, 13), as well as micro RNAs (miRNAs) delivered by exosomes (14). Nucleic acid-sensing TLRs are subjected to multiple regulatory mechanisms, such as intracellular localization, proteolytic processing, as well as ligand processing and recognition, which together control their activation by the partially digested nucleic acids from pathogens and other endogenous ligands (6, 7, 15).

After translation of nucleic acid-sensing *Tlr* mRNAs, the trafficking chaperone Unc93b1 controls their transport from the endoplasmic reticulum (ER) to endosomal compartments where they are proteolyzed into N- and C-terminal fragments (NTF and CTF) (6, 16, 17). The NTF and CTF of nucleic acid-sensing TLRs are still associated with each other for ligand recognition and signal transduction (18–20). Downstream signaling of TLRs is mediated by interactions between the cytoplasmic Tir domain of CTF and other Tir domain-containing adaptors (4, 5). The two best-studied Tir domain-containing adaptor proteins for TLRs are MYD88 and TIR domain-containing adapter inducing interferon-β (TRIF; also known as TICAM-1). Upon ligand binding, TLRs form a signalosome *via* interaction with MYD88 or TRIF to trigger cytokine expression (4, 5). In general, the association between TLRs and their downstream adaptor protein is mediated by interactions between the Tir domains, except for the interaction between TLR3 and MYD88 (4, 21). Instead of interacting with a Tir domain, TLR3 interacts with the death domain of MYD88 (21). Thus, when MYD88 binds TLR3, the Tir domain of MYD88 is still free to interact with other Tir domain-containing molecules. The MYD88-containing TLR3 signalosome is likely to be different from other TLRs. Consistent with this speculation, TLR3 acts *via* MYD88 to control neuronal morphology, but TLR3 also interacts with TRIF to induce cytokine expression in cultured neurons (21). Consequently, compared with other TLRs, TLR3 likely displays distinct protein-protein interactions with downstream signaling molecules, although more structure analysis is required to conclude this point.

Our previous study indicated that TLR3, TLR7 and TLR8 cell-autonomously control expression of distinct downstream target genes to regulate neuronal morphology (12, 21, 22). However, it is unclear whether these nucleic acid-sensing TLRs also have different target genes in non-neuronal cells, such as macrophages. Thus, we analyzed these nucleic acid-sensing TLRs by comparison their properties side-by-side in non-neuronal cells. Here, we first applied RNA-seq and transcriptomic profiling to confirm that downstream target genes of TLR3 and TLR7 are not identical, but partially overlapping in BMDMs. We then used CRISPR/Cas9 technology to dually tag Myc and HA cassettes at the C-terminal ends of endogenous TLR3 and TLR7 in mice. Anti-HA tag antibodies allowed us to analyze both TLR3 and TLR7 in immunoblotting, immunoprecipitation and immunostaining. Our comparison revealed the differences between TLR3 and TLR7 at multiple levels.

## Materials and Methods

### Animals

All mice were housed in the animal facility of the Institute of Molecular Biology, Academia Sinica, with a 12 h light/12 h dark cycle and controlled temperature and humidity. All animal experiments were performed with the approval of the Academia Sinica Institutional Animal Care and Utilization Committee and in strict accordance with its guidelines and those of the Council of Agriculture Guidebook for the Care and Use of Laboratory Animals (Protocol # 13-02-520). Both male and female mice were used randomly.

*Tlr3^–/–^* (10) and *Tlr7^–/y^* (23) mice in a C57BL/6 genetic background were purchased from Jackson Laboratory. To generate mice expressing C-terminal Myc-HA-tagged TLR3 (*Tlr3^t/t^* is used to represent homozygous tagged knockin mice), we adopted a CRISPR/Cas9-mediated knockin approach to insert the Myc-HA tag sequences into exon 7 of *Tlr3* before the stop codon. A gRNA (5’-tgcaagtagcacttggatct) and a single-stranded DNA template (ssODN: 5′-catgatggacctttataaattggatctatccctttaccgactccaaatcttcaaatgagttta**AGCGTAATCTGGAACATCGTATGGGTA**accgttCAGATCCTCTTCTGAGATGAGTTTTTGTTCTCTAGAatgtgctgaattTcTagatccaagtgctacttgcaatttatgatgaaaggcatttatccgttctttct) were used, incorporating an *XbaI* site (underlined capitals), as well as Myc (bold capitals) and HA (capitals) sequences.

To generate Myc-HA-tagged *Tlr7* mice (*Tlr7^t/y^* and *Tlr7^t/t^* are used hereafter to represent homozygous tagged knockin male and female mice, respectively), the Myc-HA tag sequences were inserted into exon 3 of *Tlr7* before the stop codon by using CRISPR/Cas9-mediated knockin approach. The gRNA (5’-ggcttatagtcaaatgttca) and ssODN (5’- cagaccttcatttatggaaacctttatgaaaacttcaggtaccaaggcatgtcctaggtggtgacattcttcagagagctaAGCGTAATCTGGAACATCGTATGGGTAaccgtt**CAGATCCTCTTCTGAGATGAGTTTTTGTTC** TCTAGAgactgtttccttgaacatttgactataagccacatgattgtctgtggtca) was used to incorporate an *XbaI* site (underlined capitals), as well as Myc (bold capitals) and HA (capitals) sequences.

The *Tlr7* gene in *Tlr7^t/y^* or *Tlr7^t/t^* mice also contains two loxP sites to flank the exon 3 that was achieved by using CRISPR/Cas9^D10A^ paired-nicking approach. Two pairs of gRNAs (intron2: 5’- accactgaagactttgataa and 5’- aagtacagtcacagggacgg; intron 3: 5’- ggccccaagaaaatgataag and 5’- gatgggttctcttggaaaat) and two ssODNs carried loxP sequences (capital) and HaeII site (underlined) (5’- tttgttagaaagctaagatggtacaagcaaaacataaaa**T**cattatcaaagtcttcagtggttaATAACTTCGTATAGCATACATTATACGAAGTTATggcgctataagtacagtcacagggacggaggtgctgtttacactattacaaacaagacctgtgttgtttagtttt; 5’- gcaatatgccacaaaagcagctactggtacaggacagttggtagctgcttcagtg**T**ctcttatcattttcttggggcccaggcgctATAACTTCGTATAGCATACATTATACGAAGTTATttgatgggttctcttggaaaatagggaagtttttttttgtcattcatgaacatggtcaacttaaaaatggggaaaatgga) were used along with Cas9^D10A^. The PAM sequences were mutated (bold capitals). The *Cas9* mRNA, *Cas9^D10A^* mRNA, gRNA preparation, and mouse production protocols were as described previously (24).

For genotyping, the *Tlr3*-tagged knockin and wild-type (WT) alleles were detected by PCR using Tlr3-Fw (5’-CACTCTGTTTGCGAAGAG-3’) and Tlr3-Rv (5’-CTATCCCTTTACCGACTC-3’) primers that amplify a 162 base pair (bp) fragment from the WT allele and a 232-bp fragment from the tagged knockin allele of *Tlr3*. To genotype *Tlr7^t/y^* and *Tlr7t/t* mice, we used Tlr7-Fw (5’-CATCAGAGGCTCCTGGATG-3’), Tlr7-Rv (5’-GCCCAGAGAACTTCTCAGTA-3’), and HA-Rv (5’-GCGTAATCTGGAACATCG-3’) to amplify a 708-bp fragment from the WT allele and a 293-bp fragment from the tagged knockin allele of *Tlr7*.

### RNA Sequencing (RNA-Seq)

BMDMs were treated with poly(I:C) or CL075 for 6 h. RNA-seq was performed as described previously (22, 25). Briefly, total RNA was extracted using Trizol, followed by DNase I digestion as described above. RNA quality and quantifications were determined using an Agilent 2100 Bioanalyzer. The mRNA sequencing libraries were prepared using a Truseq Stranded mRNA kit (Illumina), and 75–76 cycle single-read sequencing was performed using the 500 High-output v2 (75 cycle) sequencing kit on an Illumina NextSeq500 instrument. After removing adaptor sequences, the quality of raw sequences was examined in FastQC software. Bioinformatics analysis was performed using two systems. The first analysis was conducted using CLC Genomics Workbench (http://www.clcbio.com). Raw sequencing reads were trimmed of low-quality sequences (Phred quality score of < 20) and of sequences with length < 25 bp. Sequencing reads were mapped to the mouse genome assembly (GRCm38.p6) from Ensembl with the following parameters: mismatches cost=2, insertion cost=3, deletion cost=3, minimum fraction length=0.9, minimum fraction similarity=0.9, and maximum hits per read=5. A Generalized Linear Model (GLM) and Wald Test were then used to analyze differential expression of genes and their statistical significance. The second system employed Hisat2 for sequence mapping (GRCm38.p6) with default settings, featureCounts to count reads, and edgeR (qlf model) for differential expression and statistical analysis. To select significantly altered genes, we first set a false discovery rate (FDR) of P < 0.05 and fold change > 1.5. To remove genes with background expression levels, the average transcripts per kilobase million (TPM) in one of the groups must be > 0.5. Genes meeting the criteria for both analysis pipelines (CLC and Hisat2-featureCounts-edgeR) were considered as significantly differentially-expressed genes. In addition, noncoding RNAs were removed before gene ontology (GO) analysis using Metascape (http://metascape.org/gp/index.html#/main/step1). The raw datasets of the *Tlr3* and *Tlr7* target genes have been deposited online (NCBI GSE163347, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163347). Up- and down-regulated target genes of TLR3 and TLR7 are summarized in **Supplementary Table 1**.

### Primary Cultures of Neurons, Glial Cells and BMDMs

Neuronal culture containing both hippocampi and dorsal cortices was prepared at mouse embryonic day E16.5-17.5 as described previously (21, 22, 26). Mixed glia cultures were prepared from cerebral cortices and hippocampi of WT, *Tlr3^t/t^*, *Tlr7^t/y^*, and *Tlr7^t/t^* mice at postnatal day 2 (P2). The cells were cultured for 1 to 2 weeks in DMEM containing 10% fetal calf serum (FCS), penicillin and streptomycin. For BMDMs, bone marrow cells were collected from tibias and femurs of adult WT, *Tlr3^t/t^*, *Tlr7^t/y^*, and *Tlr7^t/t^* mice. The cells were then cultured in DMEM containing 10% fetal bovine serum (FBS), penicillin and streptomycin, and 50 μM β-mercaptoethanol plus 20% conditioned medium of L929 cells for 6 days. Poly(I:C) (10 μg/ml, InvivoGen), CL075 (4 μM, InvivoGen) and R848 (0.5 μg/ml, InvivoGen) were used to treat cells for TLR3 and TLR7 activation.

### Antibodies, Plasmids and Software

Detailed information on the antibodies used in this report is summarized in **Supplementary Table 2**. The mouse *Tlr3* cDNA encoding TLR3 protein (a.a. 1-905) was amplified by using the primer pair Tlr3-1Fw 5’ GGGATCCATGAAAGGGTGTTCC 3’ and Tlr3-2715Rv 5’ GCTGGTCGACATGTGCTGAATTCCG 3’, and then subcloned into pGw1-cMyc vector at the *BglII* and *SalI* sites to generate a TLR3-Myc expression construct. The mouse *Tlr7* cDNA encoding TLR7 protein (a.a. 1-1050) was amplified by using the primer pair Tlr7-1Fw 5’ GGGATCCGCCACCATGGTGTTTTCG 3’ and Tlr7-3150Rv 5’ GCTGGTCGACGACTGTTTCCTTGAAC 3’, and then subcloned into pGw1-cMyc vector at the *BglII* and *SalI* sites to generate a TLR7-Myc expression construct. All software used in this report is listed in **Supplementary Table 3**.

### Immunoprecipitation and Immunoblotting

For immunoprecipitation (IP), WT, *Tlr3^t/t^* and *Tlr7^t/y^* mouse brains and spleens were harvested and homogenized using a dounce homogenizer (20 passes) in ice-cold Tris-buffered saline (TBS; containing 20 mM Tris (pH7.4), 150 mM NaCl, 1 mM β-glycerophosphate, 1 mM PMSF, 1 μg/ml Aprotinin, 1 μg/ml Leupeptin and 1 μg/ml pepstatin). Proteins were further extracted by adding 0.5% Triton X-100 and gentle mixing at 4°C for 30 min. After removing cell debris by centrifugation, 250 μg lysate was incubated with 1 μg TLR3 (PaT3), TLR7 (A94B10), or HA antibody and 10 μl protein A/G slurry (1:1) at 4°C for 2-3 h. The resulting protein A/G resin was washed three times with TBS containing 0.5% Triton X-100 and then twice with 50 mM Tris (pH7.4). The IP complex was eluted by adding 1X SDS-sample buffer and boiling for 5 min. The samples were then subjected to immunoblotting analysis. To examine TLR7 signaling complex in BMDMs, WT and *Tlr7^t/y^* BMDMs were treated with 0.5 μg/ml R848 for 30 and 60 min at 37°C. After rinsing with cold PBS, the BMDMs were lysed with cold TBS containing 0.5% Triton X-100 and kept on ice for 10 min. After centrifugation, the BMDM extract was then used to carry out IP using TLR7 antibody (A94B10), as described above. Immunoblotting was performed as described previously (27). All full-size images of immunoblots are available in **Supplementary Figures 8** and **9**.

### Immunofluorescence Staining

Immunostaining of BMDMs and mixed glial cells was performed as described previously (27). Immunofluorescent images of cells were visualized at room temperature using a confocal microscope (LSM 700, Zeiss) equipped with a 63×/NA 1.4 objective lens (Plan-Apochromat) and Zen acquisition and analysis software (Zeiss). The images were processed using Photoshop (Adobe) with minimal adjustment of brightness or contrast applied to the entire images.

### RNA Extraction and Quantitative Real Time-PCR (RT-PCR)

To detect gene expression in BMDMs and glial cells, primary cell cultures were treated with 10 μg/ml poly(I:C) or 4 μM CL075 for 6 h before harvesting using TRIzol reagent. To quantify gene expression in spleen, adult WT and *Tlr3^t/t^* mice received an intraperitoneal injection of saline or 5 mg/kg poly(I:C). Six hours later, mouse spleens were harvested for total RNA extraction using TRIzol according to the manufacturer’s instructions (Invitrogen), followed by DNase I digestion (New England BioLabs). Reverse transcription and quantitative RT-PCR analysis was performed using the Transcriptor First Strand cDNA Synthesis Kit (Roche) with an oligo(dT)18 primer and the Universal ProbeLibrary probes (UPL; Roche) system. Primer sets and probe numbers for selected genes from the results of RNA-seq and internal control *Hprt* are listed in **Supplementary Table 4**. Relative expression levels of each gene were normalized to the levels of *Hprt* measured at the same time on the same reaction plate. Brain and spleen of adult WT and *Tlr7^t/y^* mice were also harvested and subjected to RNA extraction to enable quantitative RT-PCR analysis of *Tlr7* and *Tlr8* expression levels.

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism 8.0 software. Experiments were performed blind by relabeling the samples with the assistance of other laboratory members. The majority of our data met the assumptions (normal distribution) for statistical tests. For two-group experiments, an unpaired t-test was used. For experiments with more than two groups, one-way ANOVA with *post hoc* Bonferroni correction was applied. For two-factor experiments, two-way ANOVA with *post hoc* Bonferroni correction was used. Data are presented as mean ± SEM. P values < 0.05 were considered significant.

## Results

### Different Downstream Target Genes of TLR3 and TLR7 in BMDMs

Our previous study has indicated that TLR3 and TLR7 regulate expressions of distinct downstream genes to control cell morphology in neurons (21, 22). Since TLR3 and TLR7 both are involved in anti-virus response (28, 29), it is unclear whether TLR3 and TLR7 also trigger different transcriptomes in non-neuronal cells. To investigate this issue, we treated BMDMs with poly(I:C) or CL075 for 6 h to activate TLR3 and TLR7 respectively. 

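BMDMs are macrophages grown from bone marrow cells, here over 6 days in medium with 10% fetal bovine serum and 20% medium conditioned by L929 cells, a source of macrophage colony-stimulating factor. Genes typical of macrophages were abundant. Lyz2, which encodes lysozyme, stood at 25059 ± 1296 CPM (normalized by TMM; mean ± SD, n = 5) in control cells, and Csf1r, the receptor of macrophage colony-stimulating factor, at 2964 ± 75.3 CPM. Lyz2 was not called with poly(I:C), a synthetic double-stranded RNA that TLR3 binds, or with CL075, a small molecule that activates TLR7. Csf1r was lower by less than 1.5-fold with poly(I:C) (log2 fold change of -0.31, standard error 0.05, edgeR adjusted p = 1.6e-05), was called lower there with upper-quartile factors (-0.64), and was not called with CL075 (0.08). Of 15 macrophage marker genes, 9 were higher and 0 lower with poly(I:C), and 5 were higher and 1 lower with CL075, the same counts as when adjusted over the list alone. S100a8, listed here as a neutrophil marker, was present at 15.1 ± 7.77 CPM in control cells and at 99.2 ± 20.6 CPM with CL075, a log2 fold change of 2.71 (standard error 0.34, edgeR adjusted p = 9.2e-07). Of 8 neutrophil genes tested, 2 were higher and 0 lower with poly(I:C) (0 higher and 0 lower when adjusted over the list alone) and 3 were higher and 0 lower with CL075 (3 higher and 0 lower when adjusted over the list alone). S100a9, called with poly(I:C) at a log2 fold change of 1.12, lost its call without poly(I:C) replicate 2 (0.82), without replicate 1 (1.05), with upper-quartile factors (0.79), with the test glmTreat and with library totals (0.18) or Hprt (0.55) as the scale. S100a9 ranked the replicate numbers in the same order in all 3 groups. Replicate 2 was highest (42.17 CPM in control, 67.13 with CL075, 89 with poly(I:C)) and replicate 3 lowest (9.48, 18.2 and 20.18). Its spread within a group thus followed the replicate number, which the unpaired main test counts as error. S100a9 was also called with CL075 with replicate number as a block (0.87, edgeR adjusted p = 2.9e-09) and without control replicate 2 (1.17). Without the latter library S100a8 was called with poly(I:C) (1.05).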

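Control cells, cells given 10 µg/ml poly(I:C) and cells given 4 µM CL075 for 6 h were each sequenced as 5 libraries, named replicates 1 to 5. The sample description also speaks of triplicates, and all 15 libraries were used here. The read files are named WT1 to WT5 in each group, but nothing in the sources used here states that a replicate number stands for an animal. Libraries with the same number in different groups were correlated at a median of 0.211, and those with different numbers at -0.045. The main tests do not pair them, so variation that libraries of the same number share stays in the error of these tests. The p-values given here measure the spread between these samples, which may be technical. Totals ran from 25661175 to 31159953 counts in control cells (median 27734342), from 21816291 to 32042680 with CL075 (median 28969546) and from 26530525 to 32487565 with poly(I:C) (median 27682039). The authors trimmed the reads, aligned them to the mouse genome GRCm38 and counted them per gene with CLC Genomics Workbench. These counts of 11804 genes with enough reads were tested here in edgeR. A gene was called higher or lower where its adjusted p was under 0.05, its fold change over 1.5 and its mean TPM over 0.5 in at least 1 of the groups compared. Counts adjusted over a list alone keep the fold threshold but not the TPM floor, so they can exceed the calls for that reason. The gene lists were fixed before the data were examined, apart from those named as the study's, which the authors chose on these samples.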

The RNA samples were then subjected to RNA-seq. We set a fold-change (FC) > 1.5 and a false discovery rate (FDR) < 0.05 as criteria to analyze the target genes of TLR3 and TLR7. 

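The share of the counts that each group of genes holds depends on the treatment. The 3002 genes called higher with poly(I:C) held 28.6 ± 0.80% of the counts in control cells and 64.3 ± 0.44% after poly(I:C) (mean ± SD, n = 5). The 3597 genes called lower held 15.5 ± 0.39% and 3.6 ± 0.07%, and the 5205 genes not called held 55.9 ± 0.53% and 32.1 ± 0.38%. The directions of the first 2 groups, and of the genes of largest gain named next, follow from how they were chosen. The 10 genes that gained the most counts took 0.420% and 8.94%, and the 100 that gained the most took 3.50% and 25.2%. The mRNAs of the mitochondrial genome held 3.66 ± 0.153% of the counts in control cells, 3.09 ± 0.121% with CL075 and 2.53 ± 0.142% with poly(I:C) (SD, n = 5). Both treated groups lay below control in an exact two-sided permutation test (p = 0.00794, the smallest that 5 against 5 libraries allow, adjusted p = 0.015 over 132 such tests). These are shares of the library totals. Divided by the TMM factors given below, the group means run the other way, so this is no fall on the TMM scale. The values of all genes move with the scale on which they are compared. The TMM factors, which scale by the bulk of the genes, were 1.3261 to 1.3821 in control cells, 1.0298 to 1.0932 with CL075 and 0.6828 to 0.7209 with poly(I:C). They put the median log2 fold change of all tested genes at -0.08 with poly(I:C) and -0.02 with CL075. With upper-quartile factors those medians were -0.41 and -0.18, with the library totals as the scale -1.02 and -0.37, and with the transcript of Hprt as the scale -0.63 and -0.31, the last pair of scales being chosen after the data were seen. No RNA standard was added that would show which scale follows the amount of mRNA per cell, so the directions given here are relative to the other genes.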

Under these conditions, we identified 2778 and 3394 genes upregulated or downregulated, respectively, by TLR3 activation in BMDMs (**Figure 1A**, **Supplementary Table 1**). 

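Poly(I:C) raised genes that interferon induces. Rsad2, an antiviral enzyme encoded on chromosome 12 of GRCm38 from 26442746 to 26456452, went from 199.9 ± 68.7 to 26519 ± 2297 CPM (SD, n = 5), a log2 fold change of 7.05 (standard error 0.24, edgeR adjusted p = 3.4e-15). Ifit2, which binds viral RNA, rose by 5.80 (standard error 0.23) on the log2 scale. The GTPases Gbp5 and Iigp1, which attack compartments that hold pathogens, rose by 8.02 (standard error 0.25) and 6.74 (standard error 0.22), each with an edgeR adjusted p of 2.7e-14 or less. All 35 interferon-stimulated genes tested were higher (35 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 3.97 (camera adjusted p = 1.5e-12 with a preset correlation, adjusted p = 0.37 with an estimated correlation). Ido1, which breaks down tryptophan, Nos2, which makes nitric oxide, Ch25h, which makes an antiviral sterol, and the chloride channel gene Clic5 were among the genes of largest gain. Their log2 fold changes were 10.20 (standard error 0.21), 10.81 (standard error 0.31), 10.12 (standard error 0.29) and 10.35 (standard error 0.14). Antigen presentation by MHC class I, which the text of the paper does not discuss, rose as well, with 15 of 18 genes higher and 0 lower (15 higher and 0 lower when adjusted over the list alone; camera adjusted p = 6.7e-06, adjusted p = 0.23 with an estimated correlation). Its regulator Nlrc5 rose by 4.07 (standard error 0.13) on the log2 scale and Tapbpl by 2.87 (standard error 0.07). The light chain B2m, at 1.38, and the heavy chain H2-K1, at 1.43 and with near copies in the genome, no longer passed the fold threshold with library totals as the scale (0.44 and 0.49).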

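Most genes of cholesterol synthesis were lower with poly(I:C). Of 20 genes of cholesterol synthesis, 15 were lower and 1 higher with poly(I:C) (1 higher and 15 lower when adjusted over the list alone), with camera adjusted p = 0.0020 and adjusted p = 0.49 with an estimated correlation. Sqle fell by 2.71 on the log2 scale (standard error 0.16), Mvd by 2.97 (standard error 0.20) and Msmo1 by 1.47 (standard error 0.13), each with an edgeR adjusted p of 3.9e-09 or less. With CL075, 6 of the same genes were lower and 0 higher (0 higher and 6 lower when adjusted over the list alone), with camera adjusted p = 0.017 and adjusted p = 0.59 with an estimated correlation. The largest losses with poly(I:C) were those of Engase, which trims glycans in the cytosol, from 27.5 ± 4.79 to 0.288 ± 0.136 CPM (log2 fold change of -6.55 (standard error 0.20)). They were followed by the zinc finger gene Zfp395 (-5.84 (standard error 0.11)), the phosphatidate phosphatase gene Lpin1 (-5.64 (standard error 0.14)), the receptor gene Gpr183, whose ligand is made from the product of Ch25h (-4.77 (standard error 0.15)), and the stress gene Sesn1 (-4.59 (standard error 0.08)). In all, 3002 genes were higher and 3597 lower with poly(I:C), 650 and 233 of them by more than 8-fold. In 6412 of these 6599 genes every poly(I:C) library lay on the same side of every control library. Genes called higher made up 45.5% of the calls on the TMM scale, 32.3% with upper-quartile factors, 25.5% with Hprt as the scale and 16.8% with library totals. Of the genes that both of the authors' pipelines called, 2742 of 2773 higher and 3312 of 3387 lower ones were called the same way here, and 0 and 0 the other way. Part of the exons of Ch25h (11.5%) and Engase (8.30%) overlaps a gene on the other strand, and the strand setting of the counting is not given in the sources used here.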

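Saa3 and Acod1 were among the genes of large gain with CL075. Saa3, an acute-phase protein encoded on chromosome 7 of GRCm38 from 46711998 to 46715700, went from 16.1 ± 2.15 to 3758 ± 298 CPM (SD, n = 5), a log2 fold change of 7.86 (standard error 0.16, edgeR adjusted p = 1.5e-17). Acod1, which makes the antibacterial metabolite itaconate, rose by 9.00 (standard error 0.13). Csf3, the growth factor of granulocytes, Edn1, a constrictor of vessels, and U90926 had no counts in any control library and 1253, 1344 and 2000 counts over the 5 CL075 libraries. They were thus at least 535-fold, 574-fold and 855-fold higher, taking 3 counts over the control group as the floor. The largest losses included Hpgd, which breaks down prostaglandins (-5.77 (standard error 0.14)), Kctd12b (-4.60 (standard error 0.12)), Tmem154 (-4.59 (standard error 0.07)) and Ciita, the master regulator of MHC class II genes (-4.45 (standard error 0.16)), each with an edgeR adjusted p of 1.8e-14 or less. Ciita fell less with poly(I:C), by 2.02 on the log2 scale, and the direct comparison of both treatments gave 2.43 (standard error 0.19, edgeR adjusted p = 1.0e-09), with the mean TPM between 0.5 and 1. Of 8 MHC class II genes, 3 were higher and 2 lower with poly(I:C) (3 higher and 2 lower when adjusted over the list alone), where the list's median of 0.17 turned to -0.15 with upper-quartile factors and -0.77 with library totals. With CL075, 1 was higher and 4 were lower (1 higher and 4 lower when adjusted over the list alone). The invariant chain gene Cd74 rose with poly(I:C) by 0.80 (standard error 0.19) on the log2 scale, a call that ended with upper-quartile factors (0.48) and a direction that turned with library totals (-0.13). In all, 2082 genes were higher and 2534 lower with CL075, 203 and 104 of them by more than 8-fold, and the groups of libraries did not overlap in 4437 of these genes. Genes called higher made up 45.1% of these calls, 33.5% with upper-quartile factors, 25.6% with Hprt as the scale and 22.4% with library totals. The genes that both of the authors' pipelines called were called the same way here in 98.6% of the higher and 98.7% of the lower ones.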

Much fewer downstream target genes were identified for TLR7, with 1979 upregulated genes and 2372 downregulated genes (**Figure 1A** and **Supplementary Table 1**). 

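Genes that responded to both ligands moved mostly the same way. Tnf, the first cytokine of many inflammatory responses, rose by 5.15 (standard error 0.10) on the log2 scale with poly(I:C) and by 5.25 (standard error 0.10) with CL075 (each edgeR adjusted p at most 4.4e-18). The direct comparison of the treatments did not separate them (-0.09 (standard error 0.07, edgeR adjusted p = 0.26)). Chek2, a kinase of the DNA damage checkpoint, fell by 3.13 (standard error 0.10) and 2.09 (standard error 0.09). Of the 11804 genes tested, 1241 were higher and 1767 lower with both ligands, where independent responses with the same numbers of calls would give 529.5 and 772. With upper-quartile factors 906 were higher and 2428 lower with both, with Hprt as the scale 733 and 3091, and with library totals 596 and 3665. Another 227 genes were higher with poly(I:C) and lower with CL075, and 214 the reverse, against 644 and 634 for independent responses. Among the shared higher genes, 607 were higher with poly(I:C) than with CL075, 137 were higher with CL075 and 497 were not called in that comparison. Among the shared lower genes, 495 were lower with poly(I:C), 125 were lower with CL075 and 1147 were not called. Both responses were measured against the same control libraries, which by itself makes them alike. In 20 simulations of unchanged groups set against the real controls no gene was called, so no shared call could arise. They do not show how shared controls affect the calls of genes that do change. In these runs, 557 to 671 genes had an unadjusted p under 0.05 from edgeR for the group in place of poly(I:C) and 567 to 674 for that in place of CL075. With the controls divided between the comparisons, 2 libraries for one ligand and 3 for the other, 1187 to 1302 genes were higher and 1652 to 1733 lower with both over 20 divisions.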

Notably, 1141 upregulated genes and 1629 downregulated genes were commonly shared between the TLR3 and TLR7 datasets (**Figure 1A** and **Supplementary Table 1**). Gene ontology (GO) analysis using Metascape indicated that upregulated genes shared by the two proteins are highly relevant to innate immune responses, including inflammatory responses, cytokine production and signaling pathways, responses to viruses/bacteria, IFNγ and IFNβ, and regulation of immune processes (**Figure 1B**, upper panel, red bars; **Supplementary Table 1**). 

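Inflammatory genes controlled by NF-kB rose with both ligands. Clec4e, a receptor for microbial glycolipids, went from 19.5 ± 1.59 CPM in control cells to 1072 ± 119.8 with poly(I:C) and 1523 ± 151 with CL075 (SD, n = 5). The log2 fold changes were 5.78 (standard error 0.10, edgeR adjusted p = 6.3e-19) and 6.29 (standard error 0.11, edgeR adjusted p = 1.4e-18). Cd14, a co-receptor for lipopolysaccharide, rose by 1.29 (standard error 0.07) and 1.71 (standard error 0.07), though with library totals as the scale its rise with poly(I:C) no longer passed the fold threshold (0.36). Of 27 NF-kB feedback and inflammatory genes, 26 were higher with poly(I:C) (27 when adjusted over the list alone) and 25 with CL075 (25 when adjusted over the list alone), and none was lower. Their median log2 fold change was 3.82 with poly(I:C) (3.72 with the genes that have no control counts set at their lower bound) and 3.82 with CL075 (camera adjusted p = 8.4e-11 and 1.7e-14, adjusted p = 0.18 and 0.063 with an estimated correlation). Directly, 13 of them were higher and 8 lower with poly(I:C) than with CL075 (13 higher and 8 lower when adjusted over the list alone). Interferon-stimulated genes responded to both but unequally. With CL075 32 of 35 were higher and 0 lower (32 higher and 0 lower when adjusted over the list alone), with a median of 1.26 (camera adjusted p = 1.4e-08, adjusted p = 0.39 with an estimated correlation). All 35 were higher with poly(I:C) than with CL075 (35 higher and 0 lower when adjusted over the list alone), with a median difference of 2.66 (camera adjusted p = 4.5e-11, adjusted p = 0.47 with an estimated correlation). Rsad2 rose by 2.67 with CL075 and Cmpk2, the nucleotide kinase gene beside it, by 2.60, and both were lower than with poly(I:C), by log2 differences of 4.39 (standard error 0.22) and 4.64 (standard error 0.21) in favor of poly(I:C). Some proteasome genes, which serve antigen processing and which the text of the paper does not mention, were called, with 19 of 37 higher with poly(I:C) and 16 with CL075 and none lower (the same counts when adjusted over the list alone, camera adjusted p = 2.0e-04 and 1.7e-07, adjusted p = 0.37 and 0.19 with an estimated correlation). Directly, 10 were higher and 6 lower with poly(I:C) than with CL075 (10 higher and 6 lower when adjusted over the list alone). The median with poly(I:C) turned to -0.34 with library totals as the scale. The subunit gene Psma5 rose by 1.78 (standard error 0.07) with poly(I:C) and 0.77 (standard error 0.07) with CL075, and the activator gene Psme4 by 1.48 (standard error 0.06) with poly(I:C). With library totals the call of Psma5 with CL075 (0.42) and of Psme4 with poly(I:C) (0.54) ended.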

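Several genes of DNA replication and repair fell with both ligands. Pole2, a subunit of a replicative DNA polymerase, fell by 2.86 (standard error 0.14) on the log2 scale with poly(I:C) and by 1.92 (standard error 0.12) with CL075. Parp1, which marks broken DNA, fell by 1.65 (standard error 0.08) and 1.01 (standard error 0.07), with an edgeR adjusted p of 4.9e-10 or less for both genes. Of 35 repair genes, 24 were lower and 6 higher with poly(I:C) (6 higher and 24 lower when adjusted over the list alone), and 23 were lower and 0 higher with CL075 (0 higher and 23 lower when adjusted over the list alone). As a set they were lower with poly(I:C) at a camera adjusted p of 0.022 (adjusted p = 0.49 with an estimated correlation) and with CL075 at 2.5e-05 (adjusted p = 0.19 with an estimated correlation). The call with poly(I:C) ended with upper-quartile factors and with only genes of at least 10 counts in every library. The repair helicase gene Wrn and the checkpoint kinase gene Atm went the other way with poly(I:C), up by 1.24 (standard error 0.04) and 2.55 (standard error 0.07). Atm fell by 1.55 (standard error 0.08) with CL075, and the call of Wrn ended with library totals as the scale (0.30). Replication genes fell with CL075, with 22 of 40 lower and 0 higher (0 higher and 22 lower when adjusted over the list alone, camera adjusted p = 3.6e-05, adjusted p = 0.19 with an estimated correlation). They were divided with poly(I:C), with 14 lower and 10 higher (10 higher and 14 lower when adjusted over the list alone, camera adjusted p = 0.39). The sliding clamp gene Pcna rose with poly(I:C) by 2.08 (standard error 0.08) and the clamp loader gene Rfc3 by 2.47 (standard error 0.06), and neither was called with CL075. Of 30 genes of mitosis, 24 were lower and 3 higher with poly(I:C) (3 higher and 24 lower when adjusted over the list alone, camera adjusted p = 0.0011, adjusted p = 0.49 with an estimated correlation). With CL075 7 were lower and 1 higher (1 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.0078, adjusted p = 0.59 with an estimated correlation). Cdc20, which starts anaphase, fell by 2.88 (standard error 0.14) with poly(I:C), and Cenpa, the histone of centromeres, fell by 1.35 (standard error 0.08) and 1.65 (standard error 0.08) with poly(I:C) and CL075. The topoisomerase gene Top2a fell by 1.06 (standard error 0.08) with poly(I:C), whereas Tpx2, a factor of the mitotic spindle, rose with poly(I:C) by 2.85 (standard error 0.09). In metabolism, 8 of 19 genes of fatty acid oxidation were lower and 0 higher with CL075 (0 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.0071, adjusted p = 0.19 with an estimated correlation). Of them, 5 were lower and 4 higher with poly(I:C) (4 higher and 5 lower when adjusted over the list alone). Acadm fell with both ligands, by 2.03 (standard error 0.06) and 0.91 (standard error 0.05), and Fh1, an enzyme of the tricarboxylic acid cycle, by 0.95 (standard error 0.05) and 0.72 (standard error 0.04). Of 18 genes of that cycle 1 was lower and 0 higher with poly(I:C) and 2 were lower and 1 higher with CL075 (the same counts when adjusted over the list alone).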

In terms of downregulated genes in common, the major GO terms related to DNA replication and damage responses and metabolic processes (**Figure 1B**, upper panel, blue bars and **Supplementary Table 1**). Gene lists of these GOs are summarized in **Supplementary Table 1.** These findings are consistent with the functions of TLR3 and TLR7 in triggering innate immunity and the physiological consequence of attenuated metabolic activity during inflammation (30).

**Figure 1:**
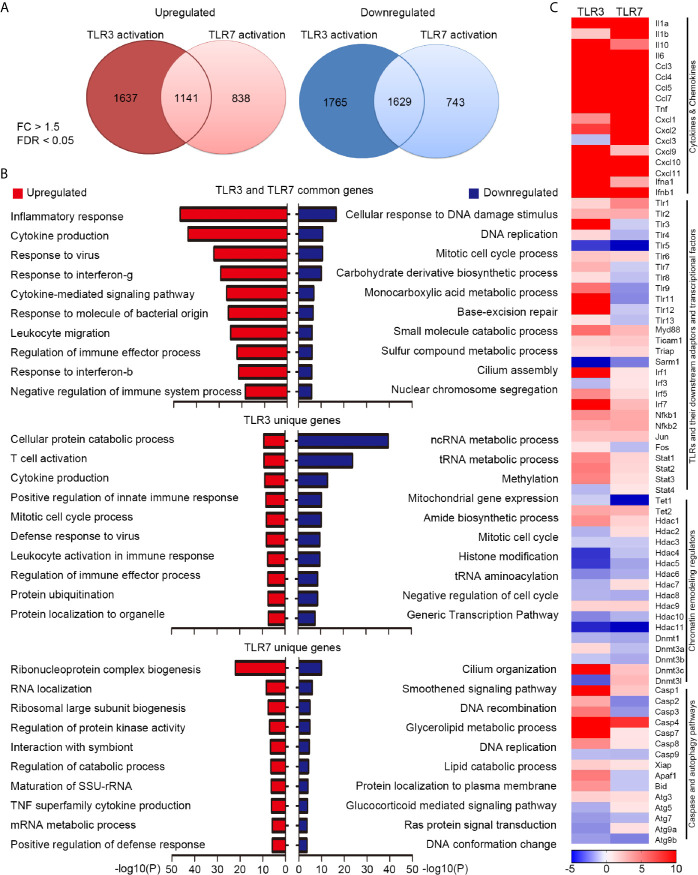
Transcriptomic profiling reveals differential downstream targets of TLR3 and TLR7 in BMDMs. **(A)** Venn diagram showing the overlap and difference between TLR3- and TLR7-regulated genes. Left: upregulated; Right: downregulated. Fold change (FC) > 1.5; false discovery rate (FDR) < 0.05. The numbers of identified genes are also indicated. **(B)** Gene ontology (GO) of commonly-targeted or uniquely-targeted TLR3 and TLR7 genes based on biological functions. Red bars: upregulated genes; blue bars: downregulated genes. The top ten GOs for each group are shown. **(C)** Heat map depicting the relative mRNA levels of selected TLR3- and TLR7-regulated genes. Scale bar: z-score.

Next, we performed Ingenuity Pathway Analysis (IPA) to further dissect the involvement of common target genes in canonical signaling pathways (**Supplementary Figure 1**), which identified more than 400 such pathways (–log(p) > 1 and ratio > 0.125). We summarize each top 50 pathways for up- and down-regulated target genes in **Supplementary Figure 1**. Details for five of those pathways are shown in **Supplementary Figures 2, 3**, including the role of pattern recognition receptors in recognition of bacteria and viruses, TLR signaling, activation of IRF by cytosolic pattern recognition receptors, IL-6 signaling, and the coronavirus pathogenesis pathway. These results further suggest that TLR3 and TLR7 activation control some common transcriptional factors (such as NF-kB, IRF3, IRF7, C-JUN, HIF1α, NF-IL6 and ISGF3) to induce expression of inflammatory and anti-viral cytokines (including IL-1β, IL-6, IL-10, IL-12, IL-17, TNFα/β, type I IFN) and chemokines (such as CCL2 and CCL5). 

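The genes of several of these transcription factors rose with both ligands. Nfkb1 rose by 2.19 (standard error 0.05) on the log2 scale with poly(I:C) and 1.74 (standard error 0.05) with CL075, and Nfkb2 by 1.66 (standard error 0.08) and 1.78 (standard error 0.08), each with an edgeR adjusted p of 3.4e-13 or less. Irf7, which drives a second wave of interferon, rose by 3.95 (standard error 0.12) and 1.46 (standard error 0.11). Hif1a, encoded on chromosome 12 of GRCm38 from 73901375 to 73947530, rose by 1.29 (standard error 0.08) and 1.73 (standard error 0.08), Jun by 1.26 (standard error 0.08) and 1.27 (standard error 0.08), and Cebpb, the gene of NF-IL6, rose with both, by 1.79 (standard error 0.08) with CL075. Of the ISGF3 genes, Stat2 rose by 2.38 (standard error 0.11) and 0.66 (standard error 0.10). Irf9 rose with poly(I:C) and was not called with CL075 (0.29). Irf3 was not called with either ligand, at -0.48 (standard error 0.05, edgeR adjusted p = 7.7e-08) with poly(I:C) and 0.07 (standard error 0.05, edgeR adjusted p = 0.22) with CL075, and was called lower with poly(I:C) when upper-quartile factors were used (-0.80). The call of Stat2 with CL075 ended with upper-quartile factors (0.51) and without control replicate 5 (0.56). With library totals as the scale those of Hif1a, Jun, Cebpb and Irf9 with poly(I:C) (0.35, 0.32, 0.36 and 0.27) ended. Of 12 transcription factor genes in the study's heat map, a list chosen on these samples and so not independent evidence, 9 were higher with poly(I:C) and 6 with CL075 and none was lower (the same counts when adjusted over the list alone). Parts of the exons of Cebpb (20.7%), Nfkb2 (11.6%), Jun (7.30%) and Hif1a (5.60%) overlap genes on the other strand.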

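Among the cytokines, Il6 went from 0.0476 ± 0.0635 CPM in control cells to 113 ± 9.70 with poly(I:C) and 28.6 ± 5.83 with CL075 (SD, n = 5). The log2 fold changes were 11.08 (standard error 0.25, edgeR adjusted p = 7.0e-18) and 9.09 (standard error 0.27, edgeR adjusted p = 1.6e-15). Il12b, a subunit of interleukins 12 and 23, rose by 9.82 (standard error 0.33) with poly(I:C) and 8.99 (standard error 0.35) with CL075, and Il10, which restrains inflammation, by 5.82 (standard error 0.15) and 2.44 (standard error 0.15). Il1b responded far more to CL075, at 1519 ± 276 CPM against 27.0 ± 5.56 with poly(I:C). Its log2 fold changes against control were 6.97 (standard error 0.21) and 1.16 (standard error 0.18), the latter no longer past the fold threshold with library totals as the scale (0.22). Ifnb1, the gene of interferon beta, went the other way, with 31.6 ± 1.03 CPM with poly(I:C), at log2 fold changes of 10.00 (standard error 0.21) and 4.02 (standard error 0.46) from 5 counts over the control group. The control counts of Il6 and Ifnb1 are so few that these standard errors understate the error of the folds. The chemokine Ccl5, which attracts T cells, rose by 8.70 (standard error 0.23) and 4.47 (standard error 0.20), and Ccl2, which attracts monocytes, by 6.60 (standard error 0.17) and 4.24 (standard error 0.15). Each of these cytokine genes had an edgeR adjusted p of 9.0e-06 or less with either ligand. Some of the genes named in this context had too few reads to be tested. Over 5 libraries each of control, CL075 and poly(I:C), Il12a had 3, 26 and 5 counts, Lta, the gene of TNF beta, 6, 37 and 32, and Ifna1 0, 1 and 95. No count of Il17a was seen in any of the 15 libraries, so expression of Il17a was not detectable at this depth.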

Expression of other pattern recognition receptors and their downstream signaling adaptors and kinases could also be increased upon TLR3 and TLR7 activation (**Supplementary Figures 2, 3**), suggesting positive feedback regulation of TLR3 and TLR7 activation. These analyses further suggest that TLR3 and TLR7 share some common downstream pathways to trigger innate immunity.

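Some sensors of viral nucleic acid in the cytosol rose with both ligands. Ifih1, which encodes the RNA sensor MDA5, went from 118 ± 25.1 CPM in control cells to 3221 ± 304 with poly(I:C) and 316 ± 42.9 with CL075 (SD, n = 5). These are log2 fold changes of 4.77 (standard error 0.15, edgeR adjusted p = 5.7e-16) and 1.42 (standard error 0.13, edgeR adjusted p = 1.0e-08). The DNA sensor gene Ifi204 rose with both, by 1.64 (standard error 0.14) with CL075. Its near copy Ifi205, which may share reads with it, rose by 9.45 (standard error 0.35) and 5.15 (standard error 0.30). The list tested held such sensors, other receptors of the cytosol, and adaptors and kinases of these or of TLR pathways, so its counts are not of sensors alone. Of its 21 genes, 17 were higher and 2 lower with poly(I:C) (17 higher and 2 lower when adjusted over the list alone, camera adjusted p = 2.0e-04, adjusted p = 0.23 with an estimated correlation). With CL075 13 were higher and 3 lower (13 higher and 3 lower when adjusted over the list alone, camera adjusted p = 8.1e-04, adjusted p = 0.19 with an estimated correlation). The adaptors of the receptors themselves responded unevenly. Ticam2, which links TLR4 to TRIF, fell by 1.56 (standard error 0.06) with poly(I:C) and rose by 1.42 (standard error 0.05) with CL075, and the direct comparison gave -2.98 (standard error 0.06, edgeR adjusted p = 2.7e-18). Tirap was called higher with CL075 (0.70 (standard error 0.05)) and not with poly(I:C) (0.49), and its call ended with upper-quartile factors (0.55). Sarm1, at 118 counts over the control group, lay below the expression floor. Of 4 adaptor genes in the study's heat map, a list chosen on these samples and so not independent evidence, 2 were higher and 0 lower with poly(I:C) (2 higher and 1 lower when adjusted over the list alone) and 3 were higher and 0 lower with CL075 (3 higher and 1 lower when adjusted over the list alone). The median with poly(I:C) of 0.65 turned to -0.29 with library totals as the scale. Among 16 genes that carry endosomal TLRs or process them, 5 were higher and 2 lower with poly(I:C) and 4 were higher and 1 lower with CL075 (the same counts when adjusted over the list alone). The list's median with poly(I:C), 0.47, turned to -0.47 with library totals as the scale. Ap3b1, a subunit of the AP-3 sorting complex, rose by 1.99 (standard error 0.05) with poly(I:C) and passed the fold threshold with CL075 only with DESeq2 size factors or the DESeq2 test (log2 fold change of 0.55 here). Ctss, a protease of endosomes, rose by 0.65 (standard error 0.06) with poly(I:C), but this call ended with upper-quartile factors (0.32) and its direction turned with library totals (-0.29). Part of the exons of Ticam2 (14.5%) overlaps the gene Tmed7 on the same strand.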

Apart from the shared target genes, TLR3 activation actually uniquely impacted the expression of 3402 genes (1637 upregulated and 1765 downregulated) (**Figure 1A**). 

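Some genes appeared with poly(I:C) and hardly at all otherwise. Klrk1, which encodes the activating receptor NKG2D, went from 0.450 ± 0.102 CPM in control cells to 156 ± 9.84 with poly(I:C) (SD, n = 5), a log2 fold change of 8.42 (standard error 0.11, edgeR adjusted p = 3.4e-20). It was not called with CL075, and the direct comparison of the treatments gave 8.76 (standard error 0.12). Sectm1a, a ligand on the cell surface, differed between the treatments by 9.26 (standard error 0.18) on the log2 scale and Asap3, which acts on the cytoskeleton, by 8.67 (standard error 0.21). Faah, which degrades endocannabinoids, had 1396 counts over the 5 poly(I:C) libraries and no counts with CL075, so it was at least 677-fold higher with poly(I:C), with 3 counts over the CL075 group as the floor. Irf1, a factor of the interferon response, rose by 3.31 (standard error 0.09) with poly(I:C) and not with CL075 (0.13 (standard error 0.08)). Mturn, a regulator of cell differentiation, fell by 4.39 (standard error 0.22) with poly(I:C) and did not pass the test with CL075 (0.19 (standard error 0.13)). In all, 1761 genes were higher and 1830 lower with poly(I:C) without being called the same way with CL075. Being called with one ligand and not with the other does not show a difference between them, so poly(I:C) and CL075 libraries were also compared directly. In that comparison 1490 of the higher (84.6%) and 1431 of the lower genes (78.2%) were called in the same direction. At an edgeR adjusted p under 0.05 and without the fold threshold, 727 of the higher and 737 of the lower genes also moved the same way with CL075.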

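CL075 alone raised P2ry2, a receptor for extracellular ATP that guides neutrophils and macrophages, from 3.57 ± 0.746 CPM in control cells to 34.6 ± 1.49 (SD, n = 5), a log2 fold change of 3.28 (standard error 0.11, edgeR adjusted p = 5.2e-15). P2ry2 fell with poly(I:C) by 2.05 (standard error 0.18). Tmc3, a member of a family of membrane channels, rose by 6.43 (standard error 0.09) with CL075 and less with poly(I:C), by 1.77 (standard error 0.12), and 43.9% of its exons overlap a gene on the other strand. Rgs2, which shortens signals from G protein-coupled receptors, fell by 5.00 (standard error 0.10) with CL075 and was not called with poly(I:C) (0.09 (standard error 0.08)), a direction that turned with library totals as the scale (-0.85). The direct comparison of poly(I:C) with CL075 gave 5.09 (standard error 0.10). Mertk, the receptor by which macrophages take up dying cells, fell by 2.06 (standard error 0.09) with CL075 and rose by 1.17 (standard error 0.08) with poly(I:C), a call that ended with library totals as the scale (0.23). The direct difference was 3.23 (standard error 0.09). Genes called with CL075 and not called the same way with poly(I:C) numbered 841 higher and 767 lower. When poly(I:C) and CL075 were compared directly, 671 of these higher genes (79.8%) and 536 of the lower ones (69.9%) were called on the same side. With poly(I:C), 259 of the higher and 253 of the lower genes moved the same way at an edgeR adjusted p under 0.05. Over all tested genes, 2684 were higher and 2803 lower with poly(I:C) than with CL075, and the groups of libraries did not overlap in 5290 of these.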

For TLR7, 838 genes were specifically upregulated and 743 were uniquely downregulated in BMDMs upon TLR7 activation (**Figure 1A**). GO analysis of these uniquely impacted genes indicated that, in addition to common pathways, TLR3 and TLR7 activation differentially regulates diverse cellular responses and processes (**Figure 1B**, middle and lower panels).

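Genes that build ribosomes moved in opposite directions. Tsr1, a factor of the small ribosomal subunit encoded on chromosome 11 of GRCm38 from 74898071 to 74909342, went from 21.9 ± 2.74 CPM in control cells to 4.04 ± 0.422 with poly(I:C) and 45.7 ± 4.22 with CL075 (SD, n = 5). These are log2 fold changes of -2.45 (standard error 0.10, edgeR adjusted p = 6.3e-14) and 1.06 (standard error 0.08, edgeR adjusted p = 8.3e-10). Of 44 genes of ribosome biogenesis, 23 were lower and 2 higher with poly(I:C) and 28 were higher and 0 lower with CL075 (the same counts when adjusted over the list alone). Their medians were -0.63 and 0.67 (camera adjusted p = 4.5e-04 and 1.2e-07, adjusted p = 0.37 and 0.19 with an estimated correlation). In the direct comparison 36 of them were lower and 2 higher with poly(I:C) than with CL075 (2 higher and 36 lower when adjusted over the list alone), with a median of -1.43 (camera adjusted p = 5.1e-10, adjusted p = 0.30 with an estimated correlation). None of these medians changed sign under the other scales tried. Gnl3, which encodes nucleostemin, rose by 1.53 (standard error 0.13) with CL075 and was not called with poly(I:C), and Wdr12 fell by 2.86 (standard error 0.10) with poly(I:C). Enzymes that charge or modify tRNA were among the genes called. Mars2, which loads methionine in mitochondria, fell with poly(I:C) by 2.44 (standard error 0.13), and Iars, for isoleucine in the cytosol, fell by 2.32 (standard error 0.10). Rars, for arginine, rose by 2.58 (standard error 0.07). Of 17 mitochondrial tRNA synthetase genes, 10 were lower and 0 higher with poly(I:C) (0 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.0030, adjusted p = 0.22 with an estimated correlation). With CL075 6 were lower and 0 higher (0 higher and 6 lower when adjusted over the list alone). Directly, 7 were lower and 1 higher with poly(I:C) than with CL075 (1 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.11). Of 22 cytosolic ones, 8 were lower and 4 higher with poly(I:C) (4 higher and 8 lower when adjusted over the list alone). With CL075 1 was lower and 6 were higher (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.038, adjusted p = 0.48 with an estimated correlation, a call that ended with upper-quartile factors, with only genes of at least 10 counts in every library and without replicate 5). In the direct comparison 11 were lower and 3 higher with poly(I:C) (3 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.050, adjusted p = 0.59 with an estimated correlation). That list result ended with DESeq2 size factors, with upper-quartile factors and without some single libraries. Of 35 methyltransferase genes for tRNA and rRNA, 18 were lower and 2 higher with poly(I:C) (2 higher and 18 lower when adjusted over the list alone, camera adjusted p = 0.032, adjusted p = 0.28 with an estimated correlation, a call that ended with only genes of at least 10 counts in every library). With CL075 6 were lower and 5 higher (5 higher and 6 lower when adjusted over the list alone). Mrm1 fell by 2.25 (standard error 0.09) with poly(I:C).

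**Figure D1:**
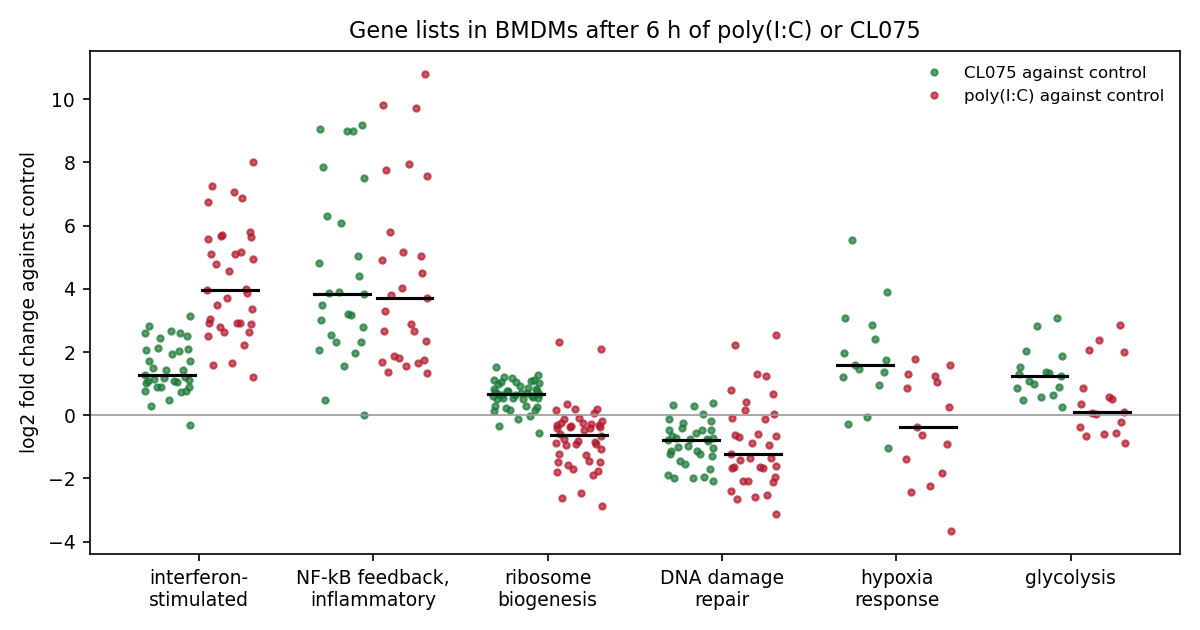
Log2 fold changes against control (vertical axis) of each gene (points) in 6 gene lists, for CL075 and poly(I:C), with the median of each list as a black bar and genes without control counts at their lower bound. The medians of the interferon-stimulated and NF-kB lists lie above 0 with both ligands, and that of ribosome biogenesis lies above 0 with CL075 (median 0.67) and below 0 with poly(I:C) (median -0.63).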

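Some genes of m6A, a mark on mRNA, and of cilia were called as well. Over all 11804 tested genes, 6599 were called with poly(I:C) and 4616 with CL075. The m6A genes were called less often than that with both ligands. The ciliary genes were called about as often with poly(I:C) and more often with CL075. Igf2bp2, a reader of m6A, rose from 5.20 ± 0.451 CPM in control cells to 86.6 ± 6.92 with CL075 and 48.1 ± 4.44 with poly(I:C) (SD, n = 5). These are log2 fold changes of 4.06 (standard error 0.08, edgeR adjusted p = 1.2e-17) and 3.21 (standard error 0.08, edgeR adjusted p = 3.6e-17). The reader gene Ythdf1 rose by 2.45 (standard error 0.04) with poly(I:C), and the writer subunit gene Wtap by 0.97 (standard error 0.05) with CL075. Of 19 genes of the m6A machinery, 4 were higher and 2 lower with poly(I:C) (5 higher and 2 lower when adjusted over the list alone) and 3 were higher and 0 lower with CL075 (4 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0040, adjusted p = 0.22 with an estimated correlation). Directly, 2 were higher and 5 lower with poly(I:C) than with CL075 (2 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.28). Both medians, 0.24 and 0.29, turned negative with library totals as the scale (-0.70 and -0.06). Bbs9, part of a complex that brings proteins to the cilium, fell by 1.38 (standard error 0.12) with poly(I:C) and also fell with CL075. Tmem67, a protein of the ciliary base, rose by 3.98 (standard error 0.10) with poly(I:C). Of 29 ciliary genes, 12 were lower and 6 higher with poly(I:C) (6 higher and 12 lower when adjusted over the list alone). With CL075 18 were lower and 2 higher (2 higher and 18 lower when adjusted over the list alone, camera adjusted p = 8.3e-05, adjusted p = 0.19 with an estimated correlation). Directly, 15 were higher and 3 lower with poly(I:C) than with CL075 (15 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.015, adjusted p = 0.47 with an estimated correlation). Of 78 genes of mitochondrial ribosomal proteins, 12 were lower and 12 higher with poly(I:C) and 3 were lower and 5 higher with CL075 (the same counts when adjusted over the list alone). Mrps18b fell by 1.23 (standard error 0.08) with poly(I:C) and rose by 0.92 (standard error 0.07) with CL075, a rise that no longer passed the fold threshold with library totals (0.57). Parts of Tsr1 (32.3%) and Mrps18b (30.5%) overlap exons of genes on the other strand.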

We further used a heat map to compare some of the common and uniquely impacted downstream genes of both TLR3 and TLR7, which included various cytokines and chemokines, other TLRs and their downstream adaptors and transcriptional factors, chromatin remodeling regulators, as well as caspase and autophagy pathways (**Figure 1C**). 

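Some caspases that act in inflammatory or apoptotic cell death rose with poly(I:C). Casp4, which mouse cells use to sense lipopolysaccharide in the cytosol, went from 11.0 ± 1.81 CPM in control cells to 429.9 ± 28.0 with poly(I:C) and 88.3 ± 17.8 with CL075 (SD, n = 5). These are log2 fold changes of 5.29 (standard error 0.14, edgeR adjusted p = 8.0e-17) and 3.01 (standard error 0.13, edgeR adjusted p = 3.4e-13). Casp1 rose by 3.61 (standard error 0.10) and 1.17 (standard error 0.09). Casp8 rose with poly(I:C) and was not called with CL075 (0.10). Of 10 genes of this group in the study's heat map, 9 were higher and 0 lower with poly(I:C) and 2 were higher and 2 lower with CL075. In the direct comparison 9 were higher and 0 lower with poly(I:C) (camera adjusted p = 9.8e-05, adjusted p = 0.30 with an estimated correlation). Regulators of chromatin went both ways. Tet2, which oxidizes methylated cytosine, rose by 1.83 (standard error 0.08) with poly(I:C) and 1.59 (standard error 0.08) with CL075, and the histone deacetylase gene Hdac5 fell by 1.93 (standard error 0.10) and 0.86 (standard error 0.09). The DNA methyltransferase gene Dnmt3c, at 4 counts over the control group, reached 3.24 ± 0.292 CPM with poly(I:C) (log2 fold change of 6.98 (standard error 0.37, edgeR adjusted p = 2.3e-12)). With so few control counts this standard error understates the error of the fold. Dnmt1, which maintains methylation, fell by 0.84 (standard error 0.05) with CL075 and by 0.60 (standard error 0.05) with poly(I:C), and the latter call ended with DESeq2 size factors (-0.53) and without poly(I:C) replicate 3 (-0.58). Of 17 chromatin genes of the heat map, 9 were lower and 5 higher with poly(I:C) and 7 and 4 with CL075. Of 5 autophagy genes, 4 were lower and 1 higher with poly(I:C) and 1 was lower and 0 higher with CL075. Atg3, which joins LC3 to lipid, rose by 0.95 (standard error 0.06) with poly(I:C), a call that ended with library totals as the scale (0.01). Atg9b fell by 0.97 (standard error 0.26) and 1.33 (standard error 0.25) from 201 counts over the control group. The counts of these lists were the same when adjusted over the list alone, and since the study chose the lists on these samples they are not independent evidence. Tet1, with 58, 6 and 31 counts over the control, CL075 and poly(I:C) groups, had too few reads to be tested.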

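The chemokine genes Cxcl9, Cxcl10 and Cxcl11, whose products attract activated T cells, responded above all to poly(I:C). Cxcl9 went from 0.914 ± 0.403 CPM in control cells to 2207 ± 291 with poly(I:C) and 2.31 ± 0.567 with CL075 (SD, n = 5). The log2 fold changes were 11.22 (standard error 0.21, edgeR adjusted p = 7.4e-19) and 1.34 (standard error 0.24, edgeR adjusted p = 5.4e-05). Cxcl10 rose by 9.59 (standard error 0.26) with poly(I:C) and 4.06 (standard error 0.21) with CL075, and Cxcl11 by 12.34 (standard error 0.23) and 3.77 (standard error 0.42). Cxcl1, Cxcl2 and Cxcl3, whose products attract neutrophils, responded above all to CL075, by 7.93 (standard error 0.35), 7.40 (standard error 0.23) and 8.13 (standard error 0.30). With poly(I:C) Cxcl2 rose by 2.97 (standard error 0.27), while Cxcl3, with 12 counts over 5 libraries, was not called (-0.45 (standard error 0.97, edgeR adjusted p = 0.67)). Cxcl1 was called higher with poly(I:C) (2.12 (standard error 0.75, edgeR adjusted p = 0.014)) from 48 counts against 20 in control, and lost this call without poly(I:C) replicate 1 (1.75). The interleukin gene Il1a rose by 4.45 (standard error 0.33) with poly(I:C) and 7.20 (standard error 0.27) with CL075, with a direct difference of -2.74 (standard error 0.19). Ccl3 and Ccl4, similar neighboring genes that may share reads, rose by 6.24 (standard error 0.10) and 7.88 (standard error 0.16) with poly(I:C) and 6.47 (standard error 0.10) and 6.50 (standard error 0.15) with CL075, and Ccl7 by 8.12 (standard error 0.23) and 5.53 (standard error 0.22). Of 16 cytokine and chemokine genes of the study's heat map that were tested, 15 were higher with poly(I:C) and 16 with CL075 and none was lower. In the direct comparison 9 were higher with poly(I:C) and 5 with CL075 (the same counts when adjusted over this list alone, which the study chose on these samples and which is not independent evidence). Cxcl11 is annotated as a polymorphic pseudogene and 41.7% of its exons overlap a gene on the other strand, as do 11.2% of those of Il1a and 5.90% of those of Cxcl10.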

Among the various cytokine and chemokine genes, all except *Cxcl3* were upregulated by TLR3 or TLR7 activation, though to varying degrees (**Figure 1C**). In terms of the different *Tlr* genes, apart from upregulating *Tlr3* itself, TLR3 activation also increased expression levels of other *Tlr*s, apart from *Tlr5* (**Figure 1C**). In contrast, TLR7 activation only increased *Tlr1*, *Tlr2* and *Tlr6* expression, but it downregulated the expression of other *Tlr*s, including *Tlr3*, *Tlr4*, *Tlr5*, *Tlr8*, *Tlr9*, *Tlr11*, *Tlr12*, *Tlr13* and *Tlr7* itself (**Figure 1C**). Moreover, TLR3 and TLR7 activations had opposing effects on *Irf3*, *Fos*, *Stat4*, *Hdac2*, *Hdac7*, *Dnmt3a*, *Dnmt3l*, *Casp2*, *Casp3*, *Apaf1*, *Bid*, *Atg5* and *Atg9a* (**Figure 1C**). Thus, our transcriptomic profiling has clearly indicated that activations of TLR3 and TLR7 in BMDMs regulate the expression of shared and unique downstream genes. This outcome supports previous observations from neurons that endosomal TLRs, including TLR3 and TLR7, use differential downstream signaling pathways to control gene expression and cellular responses (22).

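The gene of the receptor that poly(I:C) activates rose. Tlr3, encoded on chromosome 8 of GRCm38 from 45395665 to 45411080, went from 34.4 ± 5.08 CPM in control cells to 1005 ± 60.2 with poly(I:C) (SD, n = 5), a log2 fold change of 4.87 (standard error 0.12, edgeR adjusted p = 3.8e-17). Tlr9, a receptor for microbial DNA in endosomes, rose by 2.49 (standard error 0.10) and Tlr2 by 1.69 (standard error 0.08). Tlr7, encoded on chromosome X of GRCm38 from 167304929 to 167330558, rose by 1.61 (standard error 0.07), and Tlr6 by 1.22 (standard error 0.05), all with an edgeR adjusted p of 2.1e-13 or less. Tlr11 and Tlr12, receptors for a protein of protozoa, rose by 5.29 (standard error 0.15) and 3.62 (standard error 0.29) from 89 and 16 counts over the control group, Tlr12 staying under a mean TPM of 1. Tlr1 and Tlr4 were called higher (0.82 (standard error 0.07) and 0.73 (standard error 0.06)), but both calls ended with upper-quartile factors (0.50 and 0.41) and both directions turned with library totals as the scale (-0.12 and -0.20). With library totals the call of Tlr6 ended too (0.28). Tlr8 and Tlr13, at 0.50 (standard error 0.06, edgeR adjusted p = 4.3e-07) and 0.28 (standard error 0.08, edgeR adjusted p = 0.0027), were higher by less than 1.5-fold and were not called. Tlr5, the receptor for flagellin, fell by 1.93 (standard error 0.10). Of the 12 Tlr genes, 9 were higher and 1 lower with poly(I:C) (9 higher and 1 lower when adjusted over the list alone, a list that the study chose on these samples). Part of the exons of Tlr3 (7.30%) overlaps a gene on the other strand.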

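CL075 raised the genes of receptors for bacterial lipoproteins. Tlr1 went from 81.3 ± 5.25 to 381 ± 34.9 CPM (SD, n = 5), a log2 fold change of 2.23 (standard error 0.07, edgeR adjusted p = 3.1e-15). Tlr2 and Tlr6, whose products pair with each other, rose by 1.71 (standard error 0.08) and 0.80 (standard error 0.05). Tlr5 fell from 37.8 ± 5.36 to 0.999 ± 0.157 CPM, by 5.24 (standard error 0.13) on the log2 scale, and Tlr9 by 1.16 (standard error 0.10), each with an edgeR adjusted p of 3.4e-09 or less. Tlr4 was called lower at -0.59 (standard error 0.06, edgeR adjusted p = 4.6e-08), close to the fold threshold, and lost this call with DESeq2 size factors (-0.55) and without control replicate 3 (-0.58), control replicate 4 (-0.57), CL075 replicate 3 (-0.57) or CL075 replicate 4 (-0.54). Tlr3 and Tlr7 did not pass the test, at -0.02 (standard error 0.11, edgeR adjusted p = 0.89) and -0.02 (standard error 0.07, edgeR adjusted p = 0.83). Tlr8 and Tlr13 were lower by less than 1.5-fold (-0.32 (standard error 0.06, edgeR adjusted p = 1.1e-04) and -0.39 (standard error 0.08, edgeR adjusted p = 1.6e-04)) and passed the fold threshold only with library totals (-0.67 and -0.74) or Hprt as the scale. Tlr11 (-1.24 (standard error 0.29)), with 29 counts over the group, lay under the expression floor and was called lower without that floor or without control replicate 1 (-1.40), and Tlr12 had 11 counts and was not called. Of the 12 Tlr genes, a list that the study chose on these samples, 3 were higher and 3 lower with CL075. Adjusted over the list alone, which leaves out the expression floor, 3 were higher and 4 lower, with Tlr11 added. Compared directly, 9 were higher and 1 lower with poly(I:C) than with CL075 (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0038, adjusted p = 0.43 with an estimated correlation). Among them were Tlr3 (4.89 (standard error 0.12)), Tlr7 (1.62 (standard error 0.07)), Tlr9 (3.65 (standard error 0.10)) and Tlr4 (1.33 (standard error 0.06)). The call of Tlr6 with CL075 ended with library totals (0.45).

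**Figure D2:**
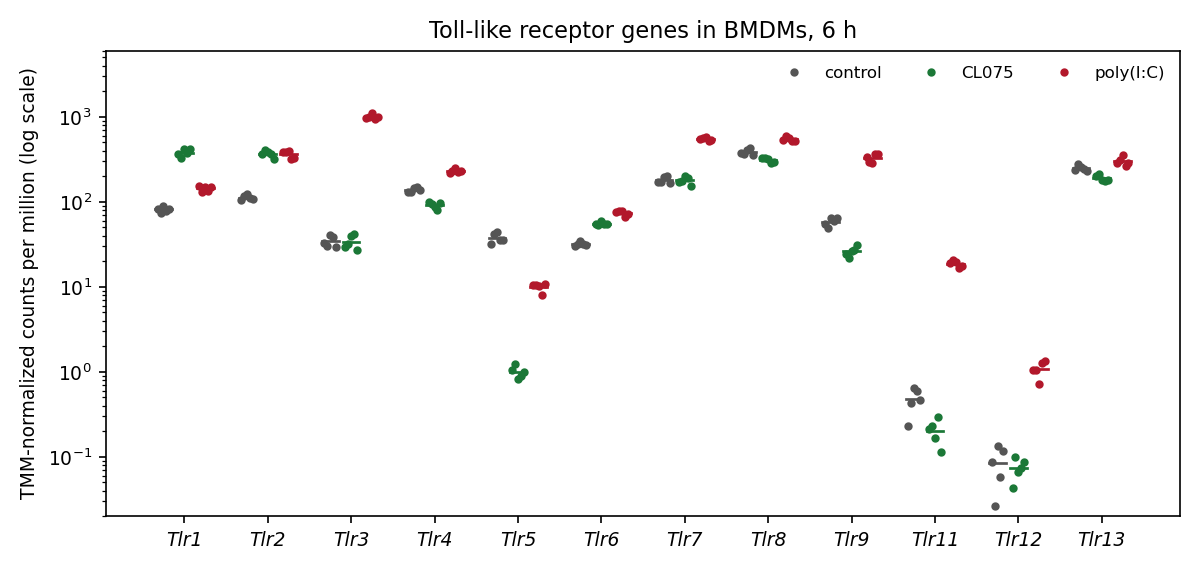
CPM (TMM, log axis) of 12 Tlr genes in each library (points) of the control, CL075 and poly(I:C) groups (n = 5 each), with bars at the group means. Tlr3 lies at 34.4 CPM in control cells, 34.0 with CL075 and 1005 with poly(I:C), and Tlr5 lies lower in both treated groups than in control.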

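Some of these genes were called in opposite directions. Casp2 rose on the log2 scale by 1.76 (standard error 0.07) with poly(I:C) and fell by 1.27 (standard error 0.07) with CL075. Dnmt3l, a cofactor of DNA methylation, fell by 1.72 (standard error 0.36) with poly(I:C) and rose by 1.48 (standard error 0.23) with CL075, from 155 counts over the control group. Apaf1, the core of the apoptosome, and Bid, which links death receptors to mitochondria, rose by 2.39 (standard error 0.05) and 2.09 (standard error 0.05) with poly(I:C) and were lower by less than 1.5-fold with CL075 (-0.23 (standard error 0.04, edgeR adjusted p = 1.7e-04) and -0.22 (standard error 0.06, edgeR adjusted p = 0.0017)). The autophagy genes Atg5 and Atg9a fell by 0.68 (standard error 0.04) and 1.14 (standard error 0.05) with poly(I:C) and were not called with CL075 (0.05 and 0.29). Hdac2 and Hdac7 were called lower with poly(I:C) at -0.59 (standard error 0.06) and -0.61 (standard error 0.14) and were not called with CL075 (0.42 and 0.41). Both calls ended with DESeq2 size factors (-0.53 and -0.54), that of Hdac2 also without control replicate 1 (-0.57), 2 (-0.57) or 4 (-0.58) or poly(I:C) replicate 3 (-0.58) or 5 (-0.56). That of Hdac7 ended without control replicate 1 (-0.56) or 5 (-0.55) or poly(I:C) replicate 2 (-0.57). Dnmt3a rose by 0.65 (standard error 0.08) with poly(I:C), not with upper-quartile factors (0.32) or without poly(I:C) replicate 5 (0.55), and its direction turned with library totals as the scale (-0.29). Fos and Stat4 were not called with either ligand (0.14 and -0.49 with poly(I:C), -0.43 and 0.00 with CL075), and Stat4 was called lower with poly(I:C) without poly(I:C) replicate 2 (-0.61). Parts of Atg9a (31.8%) and Stat4 (26.7%) overlap exons of genes on the same strand and part of Bid (17.7%) of a gene on the other strand.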

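Across the 11804 tested genes, the responses to poly(I:C) and CL075 were related but far from equal. Pearson's r between their log2 fold changes was 0.566 and Spearman's rho 0.553, where genes are not independent replicates. In a principal component analysis of the 15 libraries, the first component held 68.8% of the variance and the second 24.6%. Sharing the control libraries gives a correlation by itself. Simulated unchanged groups set against the real controls had r between 0.363 and 0.476 over 20 runs, but a covariance of 0.00677 to 0.00891 against 1.19 in the data. With the controls divided between both comparisons r lay between 0.517 and 0.572 over 20 divisions. From the genes called with both ligands and those called with only TLR3 or only TLR7 activation, the paper concludes that the receptors regulate both shared and unique genes in BMDMs.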

We then performed quantitative RT-PCR to confirm the results of our RNA-seq analysis. We selected 14 target genes from the lists of TLR3 and TLR7 target genes (**Figure 1C**) for further analysis. Overall, the results of quantitative RT-PCR were consistent with our RNA-seq data. For instance, the levels of *Tlr2* and *Myd88* were increased by both TLR3 and TLR7 activation. The levels of Hdac4 and Atg7 were reduced by both TLR3 and TLR7 activation. However, TLR3, but not TLR7, specifically increase the RNA levels of *Tlr3, Tlr7, Tlr9, Irf7, Stat3, Hdac1* and *Casp3* in BMDMs (**Figure 2**). Thus, both RNA-seq and quantitative RT-PCR indicate that TLR3 and TLR7 activations differentially induce expression of downstream target genes in BMDMs.

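In the sequenced libraries, several of the genes chosen for quantitative RT-PCR separated the ligands. Hdac1, a histone deacetylase, went from 64.2 ± 3.10 CPM in control cells to 284 ± 11.4 with poly(I:C) and 113 ± 9.91 with CL075 (SD, n = 5). These are log2 fold changes of 2.14 (standard error 0.06, edgeR adjusted p = 9.4e-17) and 0.81 (standard error 0.06, edgeR adjusted p = 2.5e-10). The latter was no longer past the fold threshold with library totals (0.46) or Hprt as the scale (0.52). Hdac4 fell by 1.99 (standard error 0.10) with poly(I:C) and was not called with CL075 (-0.31 (standard error 0.08, edgeR adjusted p = 0.0026)). Mettl3, the catalytic writer of m6A, fell by 1.07 (standard error 0.06) with poly(I:C) and was higher by less than 1.5-fold with CL075 (0.54 (standard error 0.05)), with a direct difference of -1.61 (standard error 0.06). Stat3 rose by 2.30 (standard error 0.06) with poly(I:C) and was not called with CL075 (0.39 (standard error 0.06)), and the chemokine receptor gene Ccr3 rose by 2.34 (standard error 0.16) with CL075 and was not called with poly(I:C) (0.50 (standard error 0.17)). Myd88, the adaptor of most TLRs, rose by 2.53 (standard error 0.07) with poly(I:C) and 1.48 (standard error 0.07) with CL075. Ticam1, the gene of TRIF, rose by 0.81 (standard error 0.06) and 1.12 (standard error 0.06), though its call with poly(I:C) ended with upper-quartile factors (0.48) and its direction turned with library totals (-0.13). From RT-PCR relative to Hprt, the paper's discussion reports a rise of Myd88 but not of TRIF with TLR3 activation. The ratio of Ticam1 to Hprt here was 1.2 ± 0.14 times control with poly(I:C) and 1.77 ± 0.121 times control with CL075 (SD, n = 5). Atg7 fell by 0.99 (standard error 0.06) with poly(I:C) and by less than 1.5-fold with CL075 (-0.56 (standard error 0.05, edgeR adjusted p = 1.8e-08)), where it was called lower without CL075 replicate 1 (-0.59). Irf7, called higher with both ligands, was higher with poly(I:C) than with CL075 by 2.48 (standard error 0.11). Of the 14 genes, which the study chose on these samples and which are not independent evidence, 10 were higher and 3 lower with poly(I:C), and 6 were higher and 2 lower with CL075. Directly, 8 were higher and 3 lower with poly(I:C) than with CL075 (the same counts when adjusted over the list alone). Parts of Hdac4 (22.4%), Mettl3 (18.4%) and Myd88 (11.3%) overlap exons of genes on the other strand.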

**Figure 2:**
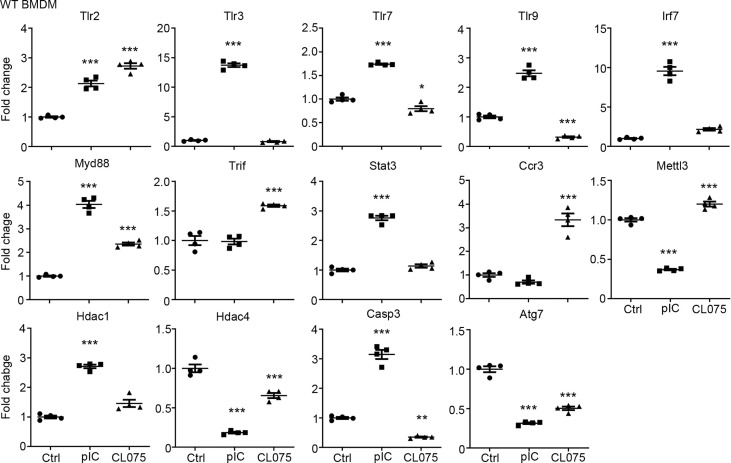
Quantitative RT-PCR confirms altered gene expression in response to TLR3 or TLR7 activation. Poly(I:C) and CL075 were used to activate TLR3 or TLR7, respectively, in WT BMDMs. The expression levels of indicated genes were determined by quantitative RT-PCR and normalized against internal control *Hprt*. Data are represented as mean ± SEM (*error bars*). Each dot indicates the data of one independent experiment. *P < 0.05; **P < 0.01; ***P < 0.001.

### Generation and Characterization of Myc-HA Knockin *Tlr3* and *Tlr7* Mice

We then tried to reanalyze the properties of TLR3 and TLR7 by comparing these two TLRs. We first deployed several commercially available TLR3 and TLR7 antibodies to detect the respective exogenous proteins in HEK293T cells, as well as the endogenous proteins in mouse spleen lysates, by immunoblotting analyses (**Supplementary Figure 4**). Among the three TLR3 antibodies we tested, only one antibody recognized overexpressed TLR3-Myc protein in HEK293T cells and none of them detected TLR3 in WT mouse spleen lysate (**Supplementary Figure 4A**). Only one of the tested TLR7 antibodies (eBioscience) recognized overexpressed TLR7-Myc, and it presented a stronger band at ~60 kDa in WT mouse spleen lysates compared with *Tlr7* knockout spleen (**Supplementary Figure 4B**). Unfortunately, this TLR7 antibody from eBioscience also detected several nonspecific bands and has been discontinued. It is difficult to examine expression profiles and the function of endogenous TLR3 and TLR7 proteins when validated antibodies are not available.

To overcome the antibody issue and to allow us to investigate expression and functions of the TLR3 and TLR7 proteins *in vivo*, we added epitope tags at the 3’ end of the *Tlr3* and *Tlr7* genes to monitor expression of endogenous TLR3 and TLR7 proteins using commercial anti-tag antibodies. We applied a CRISPR/Cas9-mediated knockin approach to insert a sequence containing both Myc and HA tags before the stop codons of the *Tlr3* gene in C57BL/6 mice (**Figure 3A** and **Supplementary Figure 5A**). Insertion of the dual Myc-HA tag was confirmed by genomic PCR and sequencing (**Supplementary Figure 5A**). Dual Myc-HA tagging did not seem to influence mouse growth or development as the appearance of knockin mice was comparable to their wild type (WT) littermates (**Supplementary Figure 5B**). We applied the same approach to generate and characterize knockin mice with a Myc-HA tag at the TLR7 C-terminal tail (**Figure 3A** and **Supplementary Figures 5C, D**). Hereafter, for simplicity, we name these knockin models as *Tlr3^t/t^* and *Tlr7^t/y^* (male) or *Tlr7^t/t^* (female) mice (where *t* indicates the dual Myc-HA tag).

**Figure 3:**
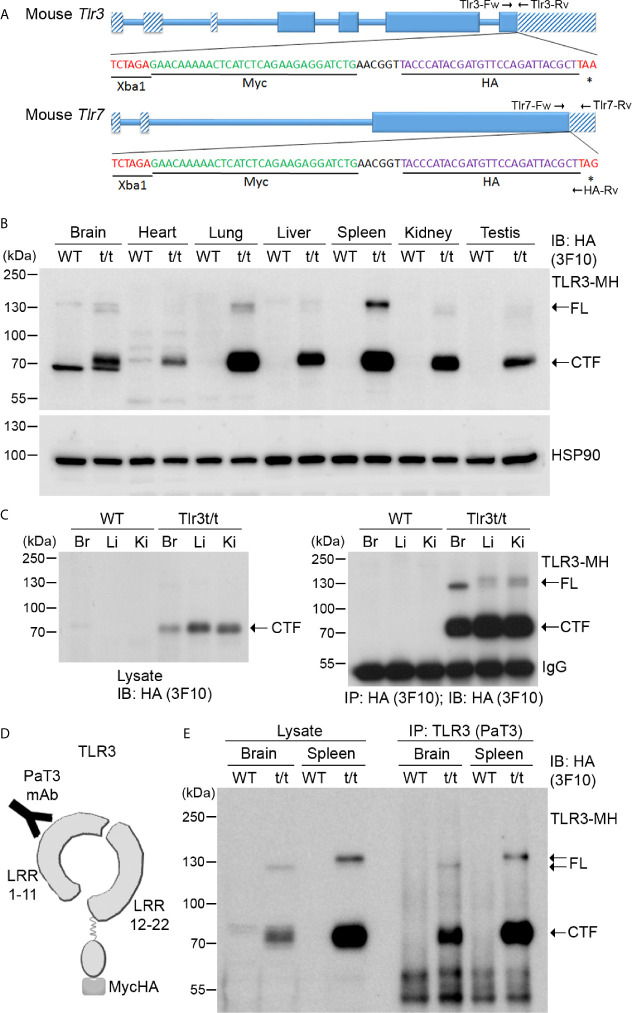
Dual tagging of Myc and HA cassettes at the C-terminal ends of the *Tlr* genes reveals expression and processing of TLR. **(A)** Schematic of the mouse *Tlr3* and *Tlr7* genes in which a Myc-HA epitope tag has been inserted before the stop codon. Two primer sets, i.e. Tlr3-Fw and Tlr3-Rv for *Tlr3* and Tlr7-Fw, Tlr7-Rv and HA-Rv for *Tlr7*, were used for genotyping the tagged *Tlr3* and *Tlr7* mice. The results of genotyping are available in **Supplementary Figure 2**. *, stop codon. **(B)** Detection of TLR3-MH protein in multiple tissues of *Tlr3^t/t^* mice using immunoblotting (IB) with anti-HA antibody (3F10). HSP90 was used as a loading control. **(C)** Anti-HA antibody (3F10) was used in immunoprecipitation (IP) of TLR3-MH from brain (Br), liver (Li) and kidney (Ki) of WT and *Tlr3^t/t^* mice. The IP complex was then analyzed by IB with the same anti-HA antibody. **(D)** Schematic of TLR3 protein with the C-terminal dual Myc-HA tag. The PaT3 monoclonal antibody recognizes the N-terminal region of TLR3. **(E)** The N-terminal (NTF) and C-terminal (CTF) fragments of TLR3 remain associated with each other after proteolytic cleavage. TLR3 was precipitated using the PaT3 antibody from brain and spleen lysates of WT and *Tlr3^t/t^* mice. The IP complex was then subjected to IB analysis using anti-HA antibody (3F10). FL, full-length TLR3-MH; CTF, C-terminal fragment of TLR3-MH; IgG, immunoglobulin heavy chain.

Next, we examined the expression and distribution of TLR3 and TLR7 in our Myc-HA-tagged knockin mouse lines using anti-HA and anti-Myc tag antibodies. Hereafter, we denote these dual-tagged TLR3 and TLR7 proteins as TLR3-MH and TLR7-MH, respectively. We tested commercially available anti-HA tag antibodies—namely rabbit monoclonal C29F4, rat monoclonal 3F10 and mouse monoclonal 16B12 antibodies—as well as one anti-Myc tag antibody (mouse monoclonal 9B11), to detect these recombinant proteins (**Supplementary Table 2**). Among them, anti-HA antibody 3F10 performed best in detecting TLR3-MH or TLR7-MH in immunoblotting and immunoprecipitation assays (**Figure 3** and **Supplementary Table 2**), despite some non-specific bands appearing in immunoblots of total lysates from brain and heart (**Figure 3B**). Anti-HA antibody C29F4 performed well in immunofluorescence staining, immunoprecipitation, and immunoblotting analysis of BMDMs lysates, whereas anti-HA antibody 16B12 was effective in immunofluorescence staining (**Supplementary Table 2**). In contrast, anti-Myc antibody 9B11 proved ineffective at detecting endogenous TLR3-MH as it insufficiently recognized the tagged protein and displayed multiple nonspecific bands in mouse tissue lysates (**Supplementary Figure 6**). Thus, by using specific anti-HA antibodies, our Myc-HA knockin mice are potentially useful for investigating the expression, distribution and complex formation of endogenous TLR3 and TLR7 both *in vivo* and *in vitro*.

### Expression, Cleavage and Glycosylation of TLR3-MH Protein *In Vivo*

Since *Tlr3* mRNA levels in mouse cells/tissues have been revealed previously (31–33), we first examined the expression of TLR3-MH proteins in different organs of *Tlr3^t/t^* mice by immunoblotting, which generated four important results. First, unlike in WT mice, we detected in varying amounts a protein of ~70 kDa using anti-HA antibody in all examined organs of *Tlr3^t/t^* mice (**Figure 3B**). In addition, much lower HA immunoreactivity was observed at ~130 kDa for some *Tlr3^t/t^* organs, such as brain, lung and spleen (**Figure 3B**). Since full-length (FL) TLR3 is cleaved into the NTF and CTF fragments upon transport into endosomes (18, 20), the 70-kDa and 130-kDa proteins present in our *Tlr3^t/t^* mouse tissue lysates likely represent the CTF and FL of TLR3-MH, respectively. Given that amounts of CTF was much higher than for FL TLR3-MH, this result implies that the TLR3-MH proteins are ready to be processed and transported after synthesis *in vivo*.

Second, considering the organs we examined, TLR3-MH displays highest amounts in spleen and lung (**Figure 3B**), which is consistent with TLR3’s function in triggering the innate immune response in immune organs (such as spleen) and organs most exposed to the environment (such as lung). Apart from spleen and lung, we also observed quite high levels of TLR3-MH in brain, liver, kidney and testis (**Figure 3B**). This result evidences different expression levels of TLR3 in various organs.

Third, the ratio of FL to CTF for TLR3-MH varies in different organs. For instance, even though amounts of the CTF fragment of TLR3-MH were comparable between spleen and lung, we noted higher amounts of FL TLR3-MH in the former (**Figure 3B**). Similarly, when we compared levels in brain, liver and kidney, although CTF levels were lower in brain compared to liver and kidney, amounts of FL TLR3-MH were higher in brain than detected in liver and kidney, no matter whether we assayed crude lysates or immunoprecipitated products (**Figure 3C**). These results imply that proteolytic processing of TLR3 varies in different organs.

Finally, the mobility, and thus size, of FL TLR3-MH in SDS-PAGE also varied across tested tissues (**Figures 3B, C, E**), likely due to differential glycosylation. Since glycosylation of the TLR ectodomain is known to be critical for TLR trafficking, complex assembly, responses to ligand stimulation, and signal transduction (34–36), varied glycosylation patterns may influence TLR function in different organs.

We had added the dual Myc-HA tag to the C-terminal end of TLR3, so anti-HA antibody could not be used to monitor expression of the NTF fragment of TLR3-MH. However, we searched the literature and found a published TLR3 antibody, PaT3, which recognizes the N-terminal of TLR3 in immunoprecipitation and immunostaining assays (37) (**Figure 3D**). The PaT3 antibody indeed precipitated FL TLR3-MH from *Tlr3^t/t^* mouse brain lysates (**Figure 3E**). In addition to FL TLR3-MH, we also found that the PaT3 immunoprecipitates contained large amounts of the CTF fragment, in fact >10-fold that of FL TLR3-MH (**Figure 3E**). Since the PaT3 antibody does not work in immunoblotting (37), we were unable to monitor levels of NTF in lysates and immunoprecipitates. Nevertheless, the cleaved NTF and CTF fragments of TLR3 have been shown to still associate with each other in cells for ligand binding and signal transduction (20, 37), so the presence of CTF in PaT3 immunoprecipitates is likely due to interactions between NTF and CTF.

Thus, the analyses using our *Tlr3^t/t^* mice reveal four properties of endogenous TLR3, which were not identified previously. When combined with specific HA antibodies, our *Tlr3^t/t^* mice are powerful tools for investigating expression of endogenous TLR3 in various tissues.

### Expression and Distribution of TLR3-MH in *Tlr3^t/t^* Primary Cultures of BMDMs and Microglial Cells

We examined the expression of TLR3-MH proteins in primary cultures of BMDMs and glial cells from *Tlr3^t/t^* mice and their WT littermates. Similar to our results from mouse tissue lysates, we observed both FL and CTF of TLR3-MH in BMDMs and glial cells using HA antibody. The amounts of the cleaved CTF fragment were still much higher than for FL protein (**Supplementary Figures 7A, B**). We also monitored the expression pattern of TLR3-MH in these primary cultures by immunostaining. Using phalloidin to label F-actin at the cell periphery, we found that TLR3-MH signal presented a punctate pattern in BMDMs (**Supplementary Figure 7C**). In microglia colabeled by IBA1 antibody, HA antibody also revealed a punctate signal of TLR3-MH proteins (**Supplementary Figure 7D**). These results indicate that TLR3-MH is located in intracellular compartments of primary cell cultures prepared from *Tlr3^t/t^* mice.

### Triggering Gene Expression by TLR3-MH Activation

As shown in **Figure 1**, TLR3 activation induces expression of many downstream genes, including *Tlr3* itself, as well as cytokines and chemokines (21, 22, 38). To confirm that TLR3-MH is responsive to a TLR3 ligand, we applied polyinosinic:polycytidylic acid (poly(I:C)), a synthetic dsRNA, to cultured BMDMs and glial cells for 6 and 24 h and monitored TLR3 expression (**Figure 4**). Compared with control groups, poly(I:C) treatment for 6 h noticeably enhanced FL TLR3-MH protein levels (**Figure 4A**). Treatment for 24 h further increased the level of the CTF fragment (**Figure 4A**). TLR3-MH glycosylation levels in BMDMs remarkably differed between the 6- and 24-h treatments (**Figure 4A**). Immunostaining also revealed a robust increase in TLR3-MH levels in BMDMs after 24 h of poly(I:C) stimulation (**Figure 4B**).

**Figure 4:**
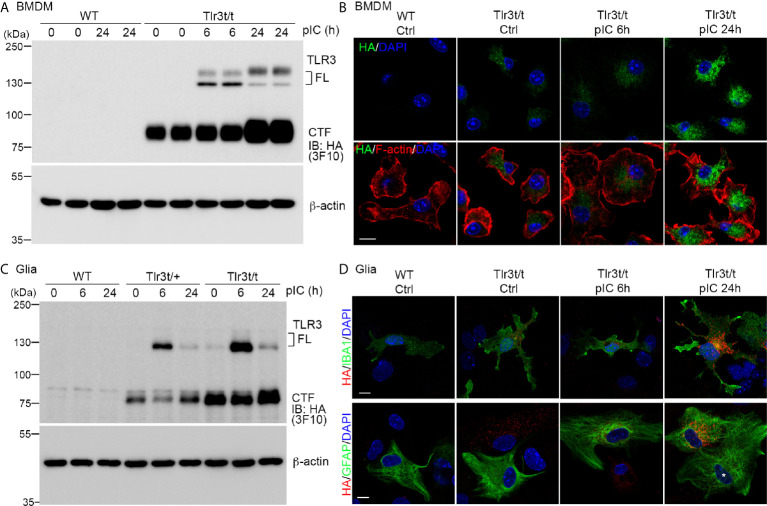
Poly(I:C) stimulation increased endogenous TLR3-MH protein level in *Tlr3^t/t^* cells. **(A, C)** Immunoblot analysis of TLR3 proteins in BMDMs **(A)** and glia cells **(C)**, as indicated. WT, *Tlr3^t/+^* and *Tlr3^t/t^* cells were treated with poly(I:C) or vehicle control. After different incubation times, cell lysates were harvested and analyzed using anti-HA (3F10) and β-actin antibodies (loading control). FL, full-length TLR3; CTF, C-terminal fragment of TLR3. **(B, D)** Immunofluorescence staining to monitor TLR3 expression in BMDMs **(B)** and glia cells **(D)** of WT and *Tlr3t/t* mice with or without poly(I:C) treatment. Anti-HA antibodies (C29F4 in **(B, D)** lower panel, or 16B12 in **(D)** upper panel) were used for dual immunostaining with cell markers. F-actin was used to outline BMDM morphology. IBA1 is a microglia marker. GFAP is a marker for astrocytes. Nuclei were counter-stained with DAPI. Scale bar, 10 μm.

In glial cell cultures, we also observed clearly enhanced TLR3-MH expression upon poly(I:C) treatment, but the proteolysis and glycosylation patterns were different from that in poly(I:C)-treated BMDMs (**Figure 4C**). FL TLR3-MH proteins rapidly accumulated 6 h after poly(I:C) treatment and had been cleaved to generate the CTF fragment within 24 h of poly(I:C) stimulation (**Figure 4C**). Fluorescence staining also indicated strong expression of TLR3-MH proteins in both microglia and astrocytes 24 h after poly(I:C) treatment (**Figure 4D**). We noticed that some GFAP-positive astrocytes presented a strong response to poly(I:C), resulting in high-level expression of TLR3-MH (**Figure 4D**), whereas others displayed a low level response, even after 24 h of treatment (**Figure 4D**, white asterisk). This outcome indicates that there were at least two different types of astrocytes in our glial cell cultures in terms of responsiveness to poly(I:C) stimulation.

We further employed quantitative RT-PCR to investigate the response of TLR3-MH to poly(I:C) stimulation. First, we intraperitoneally injected poly(I:C) or vehicle control into *Tlr3^t/t^* mice. Six hours later, spleens were harvested for analysis. Compared with vehicle control, poly(I:C) treatment significantly increased levels in *Tlr3^t/t^* mice of *Tlr3* RNA as well as of different cytokines, including *Il-6*, *Tnfα* and *Ifnβ* (**Figure 5A**). In cultured BMDMs and glial cells, poly(I:C) treatment for 6 h also enhanced transcript levels of *Tlr3*, *Il-6*, *Tnfα* and *Ifnβ* (**Figures 5B, C**). We further investigated whether TLR3-MH activation also regulates expression of TLR3 target genes identified from transcriptomic profiling in WT cells (**Figures 1**, **2**). Consistent with the upregulation of TLR3 and cytokines, TLR3-MH activation also increased expression of *Myd88, Irf7, Hdac1* and *Casp3* but reduced the levels of *Mettl3* and *Hdac4* (**Figure 5D**). These results indicate that TLR3-MH is functional in terms of delivering its immune signal and inducing gene expression, including of *Tlr3* itself and downstream cytokines. Thus, our *Tlr3^t/t^* mice can be deployed to track TLR3 expression and function *in vivo* and *in vitro*.

**Figure 5:**
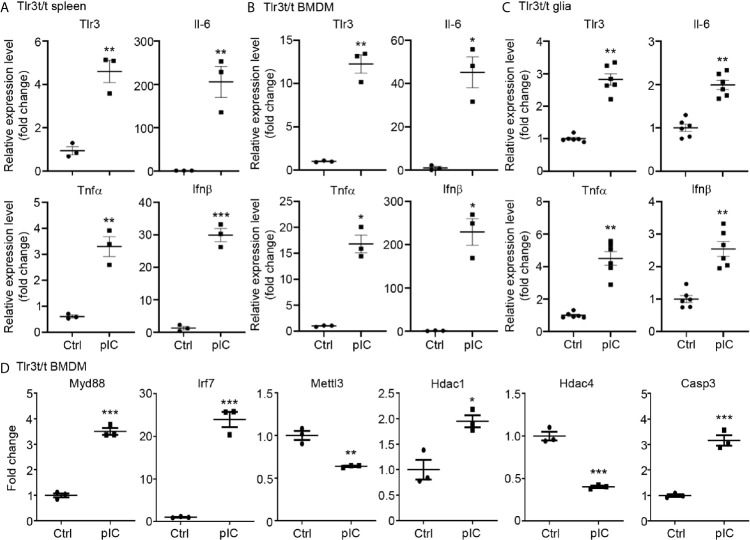
Poly(I:C) stimulation altered the expression of *Tlr3* and downstream genes in *Tlr3^t/t^* spleen and cells. **(A)** Quantitative RT-PCR analysis of *Tlr3* and the cytokines *Il-6*, *Tnfα* and *Ifnβ* in poly(I:C)-challenged *Tlr3^t/t^* mouse spleen. Six hours after an intraperitoneal injection of 5 mg/kg poly(I:C), total RNA was extracted from spleens of *Tlr3^t/t^* mice using TRIzol reagent. The expression levels of indicated cytokine genes were normalized against the internal control *Hprt*. **(B–D)** Primary cultures of BMDMs **(B, D)** and glia cells **(C)** from *Tlr3^t/t^* mice were stimulated with 10 μg/ml poly(I:C) for 6 h. The relative RNA levels of indicated genes normalized against the internal control *Hprt* were analyzed by means of quantitative RT-PCR. Data are represented as mean ± SEM (*error bars*). Each dot indicates the result of **(A)** an individual animal or **(B–D)** an independent culture. *p > 0.05; **p > 0.01; ***p > 0.001.

### Failure of Inducing Cytokine Expression by TLR7-MH Activation

We then applied the same approaches to characterize *Tlr7^t/y^* (male) and/or *Tlr7^t/t^* (female) mice. Similar to our observations for TLR3-MH, we detected FL and the cleaved CTF fragment of TLR7-MH proteins in different tissues and BMDM and glial cell primary cultures *via* immunoblot analyses (**Figures 6A, B**). However, unlike TLR3-MH, TLR7-MH was predominantly expressed in spleen rather than in the other organs we examined (**Figure 6A**). Comparing TLR3-MH and TLR7-MH proteins in *Tlr3^t/t^* and *Tlr7^t/y^* spleen lysates, we noted that amounts of the CTF fragments of TLR3-MH and TLR7-MH were similar, whereas levels of FL TLR7-MH were much higher than for FL TLR3-MH in both lysates and immunoprecipitates (**Figure 6C**). These results indicate that proteolytic processing of TLR3 and TLR7 could differ.

**Figure 6:**
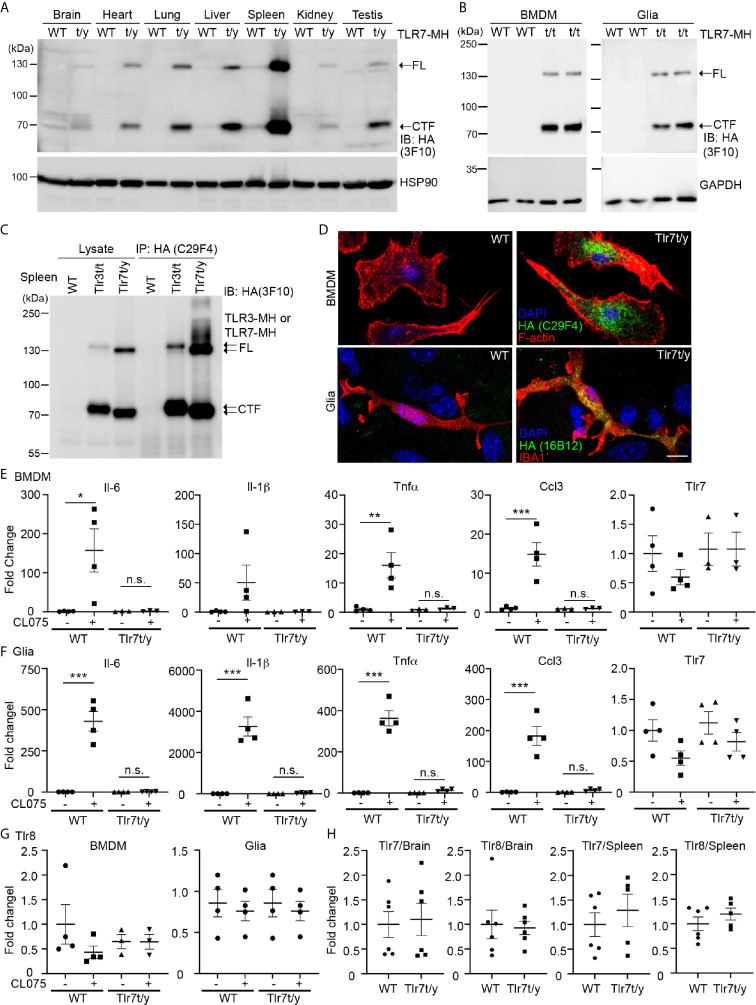
C-terminal Myc-HA dual tagging results in inactivation of TLR7. **(A, B)** Immunoblotting using anti-HA antibodies was performed to detect the expression of TLR7-MH in *Tlr7^t/y^* tissues **(A)** and *Tlr7^t/t^* cells **(B)**. Different organs and BMDMs and glia cell cultures were examined, as indicated. Samples prepared from WT littermates were used as negative controls. HSP90 and GAPDH were used as a loading control. FL, full-length TLR7-MH; CTF, C-terminal fragment of TLR7-MH. **(C)** Distinct levels of proteolyzed TLR3-MH and TLR7-MH in mouse spleen. Anti-HA antibody (C29F4) was used to precipitate TLR3-MH and TLR7-MH proteins from *Tlr3^t/t^* and *Tlr7^t/y^* mouse spleens, respectively. WT mice were used as a negative control. The IP complex was then subjected to IB analysis using anti-HA antibody (3F10). FL: full-length TLR3-MH or TLR7-MH, CTF: C-terminal fragment of TLR3-MH or TLR7-MH. ** (D) ** Immunostaining of BMDMs and glial cells using anti-HA and anti-IBA1 (for microglia) antibodies was performed, as indicated. Phalloidin and DAPI were used to label F-actin and nuclei, respectively. Scale bars, 10 μm. **(E–G)** BMDMs and glia cells prepared from WT and *Tlr7^t/t^* mice were treated with 4 μM CL075, a TLR7 agonist, for 6 h. Expression levels of *Il-6*, *Il-1b*, *Tnfa*, *Ccl3*, *Tlr7* and *Tlr8* were then determined using quantitative RT-PCR and normalized against the internal control *Hprt*. **(H)** Levels of *Tlr7* and *Tlr8* mRNA are similar between WT and *Tlr7^t/y^* mouse organs. Brain and spleen of WT and *Tlr7^t/y^* mice were harvested for RNA extraction and then subjected to quantitative RT-PCR to analyze levels of *Tlr7* and *Tlr8*, normalized against the internal control *Hprt*. Data are represented as mean ± SEM (*error bars*). Each dot indicates the result of one independent culture. *p > 0.05; **p > 0.01; ***p > 0.001; n.s., non-significant. **(E–G)** Two-way with Bonferroni’s multiple comparisons test.

Immunofluorescence staining also revealed an intracellular punctate pattern of TLR7-MH in BMDMs and glial cells (**Figure 6D**), which is similar to the staining pattern observed for TLR3-MH (**Figures 4B, D** and **Supplementary Figures 7C, D**). However, unlike TLR3-MH, TLR7-MH did not respond to its agonist CL075, a thiazoloquinolone derivative (12, 22). To activate mouse TLR7, we added CL075 into primary cultures of BMDMs or glial cells for 6 h, but found that it did not induce expression of *Il-6*, *Tnfα*, *Ccl3*, or *Il-1β* in *Tlr7^t/y^* cells (**Figures 6E, F**). In contrast to *Tlr7^t/y^* cells, CL075 effectively triggered expression of the *Il-6*, *Tnfα*, *Il-1β* and *Ccl3* genes in WT cells (**Figures 6E, F**). These results indicate that although TLR7-MH can be proteolytically processed into the NTF and CTF fragments, it lacks the ability to trigger downstream signaling and to subsequently induce cytokine expression.

Notably, unlike TLR3 (**Figures 1**, **5**), TLR7 activation did not elicit a positive feedback mechanism to induce its own expression in either BMDMs or glial cells prepared from WT mice (**Figures 6E, F**), suggesting that the downstream signaling and transcriptional regulatory mechanisms of TLR3 and TLR7 differ. Our previous studies have shown that *Tlr7* knockout upregulates *Tlr8* expression in brain or cultured neurons (12, 22). Although TLR7-MH appears not to be functional in *Tlr7^t/y^* mice, we found that *Tlr8* transcripts were not increased in primary cell cultures or in brain/spleen tissues (**Figures 6G, H**). Since TLR7-MH signaling is blocked and TLR8 is not upregulated in *Tlr7^t/y^* mice, they may serve as a more precise model for functional study of TLR7.

In conclusion, our results have shown that applying the same tagged knockin approach results in different outcomes for TLR3 and TLR7, with TLR3-MH remaining functional whereas TLR7-MH loses the ability to induce an immune response.

### TLR7-MH Does Not Form Signalosomes With MYD-88

Next, we investigated how our C-terminal Myc-HA tagging of TLR7 impaired its activity. As for other endosomal TLRs, the NTF and CTF fragments of TLR7 remain linked to each other after cleavage and are required for TLR7 responses (17, 19). Accordingly, we investigated if the NTF and CTF of TLR7-MH still interact with each other. We employed monoclonal TLR7 antibody (A94B10) (19) and polyclonal TLR7 antibody (eBioscience) that both recognize the N-terminal region of TLR7 (**Figure 7A**) for immunoprecipitation and immunoblotting, respectively, allowing us to monitor TLR7 or TLR7-MH protein complexes *in vivo*. Our data show that A94B19 antibody precipitated both the FL and NTF of TLR7 and TLR7-MH from WT and *Tlr7^t/y^* mouse spleen lysates, respectively (**Figure 7B**). Similar to our observations for TLR3, we detected the cleaved CTF fragment of TLR7-MH by anti-HA antibody in the immunoprecipitated complex (**Figure 7C**), suggesting that the NTF and CTF of TLR7-MH likely interact with each other.

**Figure 7:**
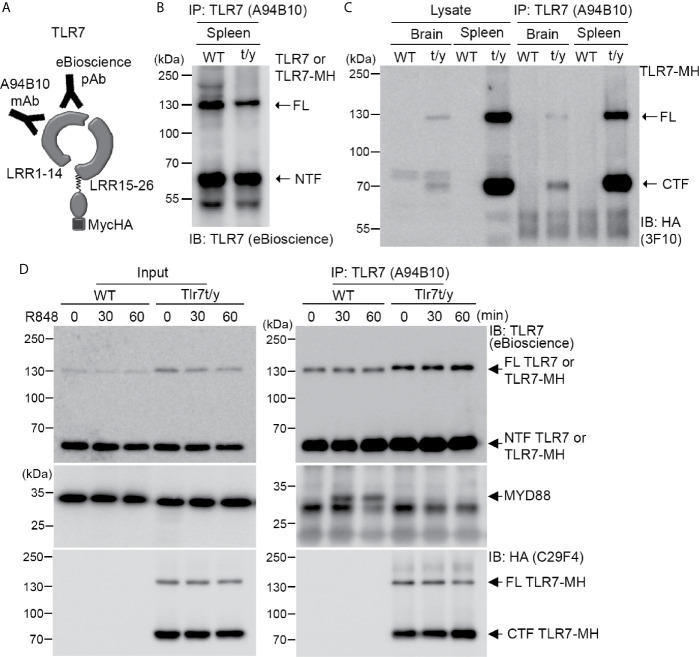
Dual C-terminal Myc-HA tagging disrupts the interaction between TLR7 and MYD88. **(A)** Schematic of TLR7 protein with the dual C-terminal Myc-HA tag. Monoclonal anti-TLR7 antibody (A94B10) and polyclonal TLR7 antibody both target the N-terminal region. **(B, C)** The N-terminal (NTF) and C-terminal (CTF) fragments of TLR7 remain associated with each other after proteolytic cleavage. TLR7 was immunoprecipitated (IP) using anti-TLR7 antibody (A94B10) from brain and spleen lysates of WT and *Tlr7^t/y^* mice. The IP complex was then subjected to immunoblotting (IB) analysis using anti-TLR7 antibody (eBioscience) **(B)** or anti-HA antibody (3F10) **(C)**. **(D)** WT and *Tlr7^t/y^* BMDMs were treated with a TLR7 agonist (R848) for 30 and 60 min. Cell lysates were then collected and subjected to IP using anti-TLR7 antibody (A94B10). The IP complex was then analyzed by IB using anti-TLR7 (eBioscience) (upper panel), anti-MyD88 (middle panel), and anti-HA (C29F4, lower panel) antibodies. FL, full-length.

MYD88 is a critical signaling adaptor molecule for most TLRs, including TLR7 (1, 4, 39). Upon ligand binding, the cytoplasmic Tir domain of TLRs associates with MYD88 to recruit other downstream molecules, allowing the resulting signalosome to trigger cytokine expression (1, 4, 40). To test if C-terminal Myc-HA tagging influenced MYD88 binding, we treated WT and *Tlr7^t/y^* BMDM primary cultures with a TLR7 ligand, R848, for 30 and 60 min. The cell lysates were then subjected to immunoprecipitation and immunoblotting analyses using TLR7 (A94B10) and MYD88 antibodies. We found that only WT TLR7 coimmunoprecipitated with MYD88 (**Figure 7D** middle panel). In contrast, MYD88 was not present in TLR7-MH complexes, even though amounts of FL and CTF of TLR7-MH were higher than for WT TLR7 (**Figure 7D**). Similar to our observations of spleen and brain lysates, the NTF and CTF fragments of TLR7-MH still remained associated in BMDM primary cultures (**Figure 7D**). Thus, adding the Myc-HA tag at the C-terminal end of TLR7 disrupts signalosome complex formation, thereby impairing TLR7 responses.

## Discussion

In this report, we demonstrated the different properties of TLR3 and TLR7 in mouse tissues and primary cultured cells. First of all, transcriptomic profiling indicates that TLR3 and TLR7 regulate expression of distinct gene sets in BMDMs. We found that TLR3 activation generally increased the expression of all *Tlrs* (except *Tlr5*), Tir domain-containing adaptors (except *Sarm1*), and inflammation-related transcriptional factors (except *Irf3*) (**Figure 1C**). In contrast, TLR7 activation generally downregulated the expression of *Tlr* genes, except for *Tlr1*, *Tlr2* and *Tlr6* (**Figure 1C**). Thus, TLR3 activation globally upregulates the innate immune responses of BMDMs. However, TLR7 activation likely attenuates or restricts innate immunity mediated by other TLRs. It remains unclear how TLR7 activation specifically upregulates the expression of *Tlr1*, *Tlr2* and *Tlr6*. These three *Tlr* genes all belong to the *Tlr1* subfamily and are believed to have evolved *via* a series of independent gene duplications and subsequently diverged by positive selection (4, 41). Thus, it is likely that the promoter and enhancer regions of these genes are all conserved and controlled by similar transcription factors. Since the TLR1 subfamily recognizes lipopeptides derived from microbes, it would also be interesting to explore the physiological relevance of enhanced lipopeptide recognition upon TLR7 activation.

In addition to TLRs, we also noticed that TLR3 activation greatly increased expression of *Myd88* (~4-fold) but not *Trif*. For TLR7 activation, both *Myd88* and *Trif* were increased around 1 to 2 fold (**Figure 2**). These results were relatively unexpected as TLR3 was auto-upregulated by TLR3 activation and TRIF is known to be the critical downstream adaptor of TLR3 to induce cytokine expression. It is unclear whether the existing TRIF is sufficient for overexpressed TLR3 to deliver the signaling. For TLR7 activation, it did not induce *Tlr3* expression but increased *Trif* expression (**Figure 2**). It is interesting to further investigate whether TRIF has TLR3-independent function, such as regulating other TLRs’ signaling (4).

Furthermore, we generated two knockin mouse lines displaying dual Myc-HA tagging at the C-terminal ends of the *Tlr3* and *Tlr7* genes. Using commercially-available anti-HA antibodies, we were able to establish specific expression profiles for endogenous TLR3 and TLR7 *in vivo* and also to visualize the subcellular distributions of TLR3 and TLR7 in different cell types. Moreover, we used anti-HA antibody to compare endogenous TLR3 and TLR7 proteins. Our data shows that TLR7 proteins are predominantly expressed in spleen, though lower amounts of that protein are still present in other organs. Apart from noticeably high levels of TLR3 being expressed in spleen and lung, considerable amounts were detected in most of the organs we examined. Although levels of cleaved fragments of both TLR3 and TLR7 were higher relative to uncleaved FL proteins, relative amounts of FL TLR7 are still greater than those of FL TLR3. In addition, proteolytic processing efficiency and posttranslational modification of TLR7 are comparable among different organs. In contrast, we found that TLR3 displayed differential posttranslational modification and proteolytic processing efficiency in different tissues. Our *Tlr3^t/t^* and *Tlr7^t/y^* mice enable investigation of the differences between TLR3 and TLR7 and facilitate assessments of endogenous TLR3 and TLR7 under more physiologically relevant conditions.

Our C-terminal Myc-HA tagging had different consequences for TLR3 and TLR7. The TLR3-MH protein still responded to poly(I:C), which triggered subsequent expression of cytokines and chemokines. Thus, TLR3-MH is a functional protein and our *Tlr3^t/t^* mice can be used for all kinds of TLR3-related studies. Unexpectedly, the same C-terminal Myc-HA tag disrupted the association of TLR7-MH with MYD88 and, upon ligand stimulation, downstream signaling was impaired. The Myc-HA-tagged *Tlr7* mice can be considered a TLR7 loss-of-function animal model in which gene expression of nearby genes, such as *Tlr8*, is unaffected. It will be interesting to compare if there is any difference between *Tlr7*-knockout and Myc-HA tagged mice. It would also be intriguing to investigate how the extreme C-terminal tail of TLR7 contributes to MYD88 interaction.

Previous studies have generated reporter mice for *Tlr2*, *Tlr4*, *Tlr5*, *Tlr7* and *Tlr9* with a view to assessing TLR expression (42, 43). In those cases, either a HA or Flag tag was placed at the 3’ end of the respective *Tlr* genes, followed by an IRES sequence and various fluorescence proteins. The fluorescence proteins labeled TLR-expressing cells and the C-terminal HA or Flag tag could be used to detect the TLR proteins (42, 43). In our study, we found that C-terminal tagging with a Myc-HA cassette impaired signaling by TLR7 but not by TLR3. Thus, we feel it is worth reinvestigating the aforementioned published reporter mouse lines to establish if the tagged TLRs respond normally to their ligands. It will also be interesting to compare the sensitivity of different TLRs to C-terminal tagging. If as for TLR7, other TLRs are sensitive to C-terminal tagging and lose their ability to deliver downstream signaling, it suggests that they may all form similar signalosomes for signal transduction. If contrasting results arise from such an experiment, it would suggest that the extreme C-terminal ends of different TLRs may contribute differentially to signal transduction.

Both TLR7 and TLR8 recognize ssRNA and regulate neuronal morphology and function (12, 22). Our previous study showed that *Tlr7* knockout upregulates *Tlr8* expression in brain (12, 22). This compensatory effect is brain-specific, and is not observed in spleen (12, 22). Here, we report that TLR7-MH lacks the ability to deliver downstream signaling. Thus, our *Tlr7^t/y^* mice still represent *Tlr7* knockout mice even though they still express TLR7-MH protein. Interestingly, we found that *Tlr8* transcripts were not increased in *Tlr7^t/y^* mice, no matter whether we assessed BMDMs, glial cells or tissues. Although *Tlr7^–/y^* knockout mice exhibit some behavioral abnormalities in terms of olfaction, anxiety, aggression and contextual fear memory (25), we cannot be sure if *Tlr8* upregulation also influences the phenotype of *Tlr7* knockout mice. Compared with *Tlr7^–/y^* mice, the *Tlr7^t/y^* mouse line we report herein may represent a good or even better genetic model for *Tlr7* because it minimizes the potential interference contributed by *Tlr8* upregulation. Investigations of the behavioral characteristics of *Tlr7^t/y^* mice are warranted.

The proteolytic processing of TLRs has been studied for both endogenous proteins and in overexpression systems. For endogenous proteins, the proteolytic products of endogenous TLR3, TLR7, and TLR9 are much more abundant than the respective full length proteins in human retinal epithelial cell line RPE1, primary human monocyte-derived dendritic cells (MDDCs), and mouse BMDMs (18, 37, 43, 44), which is consistent with our findings presented herein. In contrast, amounts of proteolyzed TLRs were found to be < 5% relative to FL TLRs in TLR-overexpressing HEK293 cells (19, 20, 45). Using our dual Myc-HA-tagged mouse lines, it is now relatively easy to prepare primary cell cultures for the study of TLR3 and TLR7 under more physiologically relevant conditions, greatly enabling investigations of TLR3 and TLR7 in the future.

## Data Availability Statement

Data is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163347.

## Ethics Statement

The animal study was reviewed and approved by Academia Sinica Institutional Animal Care and Utilization Committee.

## Author Contributions

Conceptualization, C-YC, T-FW and M-ZL and Y-PH. Methodology and investigation, C-YC, Y-FH, C-YT, Y-CS, T-FC, T-FW and M-ZL. Writing, C-YC, Y-FH, and Y-PH. Funding acquisition, C-YT and Y-PH. Supervision and project administration, Y-PH. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from Academia Sinica (AS-IA-106-L04 and AS-TP-110-L10 to Y-PH; AS-CFII-108-104 to C-YT).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] AkiraSUematsuSTakeuchiO. Pathogen Recognition and Innate Immunity. Cell (2006) 124:783–801. 10.1016/j.cell.2006.02.015 16497588

[2] BrubakerSWBonhamKSZanoniIKaganJC. Innate Immune Pattern Recognition: A Cell Biological Perspective. Annu Rev Immunol (2015) 33:257–90. 10.1146/annurev-immunol-032414-112240 PMC514669125581309

[3] GayNJGangloffM. Structure and Function of Toll Receptors and Their Ligands. Annu Rev Biochem (2007) 76:141–65. 10.1146/annurev.biochem.76.060305.151318 17362201

[4] ChenCYShihYCHungYFHsuehYP. Beyond Defense: Regulation of Neuronal Morphogenesis and Brain Functions *Via* Toll-like Receptors. J BioMed Sci (2019) 26:90. 10.1186/s12929-019-0584-z 31684953PMC6827257

[5] KawaiTAkiraS. The Role of Pattern-Recognition Receptors in Innate Immunity: Update on Toll-Like Receptors. Nat Immunol (2010) 11:373–84. 10.1038/ni.1863 20404851

[6] MajerOLiuBBartonGM. Nucleic Acid-Sensing TLRs: Trafficking and Regulation. Curr Opin Immunol (2017) 44:26–33. 10.1016/j.coi.2016.10.003 27907816PMC5446938

[7] MiyakeKShibataTOhtoUShimizuTSaitohSIFukuiR. Mechanisms Controlling Nucleic Acid-Sensing Toll-like Receptors. Int Immunol (2018) 30:43–51. 10.1093/intimm/dxy016 29452403

[8] DieboldSSKaishoTHemmiHAkiraSReis e SousaC. Innate Antiviral Responses by Means of TLR7-mediated Recognition of Single-Stranded RNA. Science (2004) 303:1529–31. 10.1126/science.1093616 14976261

[9] HeilFHemmiHHochreinHAmpenbergerFKirschningCAkiraS. Species-Specific Recognition of Single-Stranded RNA *Via* Toll-Like Receptor 7 and 8. Science (2004) 303:1526–9. 10.1126/science.1093620 14976262

[10] AlexopoulouLHoltACMedzhitovRFlavellRA. Recognition of Double-Stranded RNA and Activation of NF-kappaB by Toll-like Receptor 3. Nature (2001) 413:732–8. 10.1038/35099560 11607032

[11] HemmiHTakeuchiOKawaiTKaishoTSatoSSanjoH. A Toll-Like Receptor Recognizes Bacterial DNA. Nature (2000) 408:740–5. 10.1038/35047123 11130078

[12] LiuHYHongYFHuangCMChenCYHuangTNHsuehYP. TLR7 Negatively Regulates Dendrite Outgrowth Through the Myd88-c-Fos-IL-6 Pathway. J Neurosci (2013) 33:11479–93. 10.1523/JNEUROSCI.5566-12.2013 PMC661869623843519

[13] LiuHYChenCYHsuehYP. Innate Immune Responses Regulate Morphogenesis and Degeneration: Roles of Toll-Like Receptors and Sarm1 in Neurons. Neurosci Bull (2014) 30:645–54. 10.1007/s12264-014-1445-5 PMC556262524993772

[14] LiuHYHuangCMHungYFHsuehYP. The Micrornas Let7c and miR21 Are Recognized by Neuronal Toll-Like Receptor 7 to Restrict Dendritic Growth of Neurons. Exp Neurol (2015) 269:202–12. 10.1016/j.expneurol.2015.04.011 25917529

[15] MiyakeKSaitohSISatoRShibataTFukuiRMurakamiY. Endolysosomal Compartments as Platforms for Orchestrating Innate Immune and Metabolic Sensors. J Leukoc Biol (2019) 106:853–62. 10.1002/JLB.MR0119-020R 31219657

[16] KimYMBrinkmannMMPaquetMEPloeghHL. UNC93B1 Delivers Nucleotide-Sensing Toll-Like Receptors to Endolysosomes. Nature (2008) 452:234–8. 10.1038/nature06726 18305481

[17] EwaldSEEngelALeeJWangMBogyoMBartonGM. Nucleic Acid Recognition by Toll-like Receptors is Coupled to Stepwise Processing by Cathepsins and Asparagine Endopeptidase. J Exp Med (2011) 208:643–51. 10.1084/jem.20100682 PMC313534221402738

[18] Garcia-CattaneoAGobertFXMullerMToscanoFFloresMLescureA. Cleavage of Toll-like Receptor 3 by Cathepsins B and H is Essential for Signaling. Proc Natl Acad Sci U S A (2012) 109:9053–8. 10.1073/pnas.1115091109 PMC338419622611194

[19] KannoAYamamotoCOnjiMFukuiRSaitohSMotoiY. Essential Role for Toll-like Receptor 7 (TLR7)-Unique Cysteines in an Intramolecular Disulfide Bond, Proteolytic Cleavage and RNA Sensing. Int Immunol (2013) 25:413–22. 10.1093/intimm/dxt007 23446849

[20] ToscanoFEstornesYVirardFGarcia-CattaneoAPierrotAVanbervlietB. Cleaved/Associated TLR3 Represents the Primary Form of the Signaling Receptor. J Immunol (2013) 190:764–73. 10.4049/jimmunol.1202173 23255358

[21] ChenCYLiuHYHsuehYP. TLR3 Downregulates Expression of Schizophrenia Gene Disc1 *Via* MYD88 to Control Neuronal Morphology. EMBO Rep (2017) 18:169–83. 10.15252/embr.201642586 PMC521015927979975

[22] HungYFChenCYShihYCLiuHYHuangCMHsuehYP. Endosomal TLR3, TLR7, and TLR8 Control Neuronal Morphology Through Different Transcriptional Programs. J Cell Biol (2018) 217:2727–42. 10.1083/jcb.201712113 PMC608092629777026

[23] LundJMAlexopoulouLSatoAKarowMAdamsNCGaleNW. Recognition of Single-Stranded RNA Viruses by Toll-Like Receptor 7. Proc Natl Acad Sci U S A (2004) 101:5598–603. 10.1073/pnas.0400937101 PMC39743715034168

[24] ShihPYHsiehBYLinMHHuangTNTsaiCYPongWL. Cttnbp2 Controls Synaptic Expression of Zinc-Related Autism-Associated Proteins and Regulates Synapse Formation and Autism-Like Behaviors. Cell Rep (2020) 31:107700. 10.1016/j.celrep.2020.107700 32492416

[25] HungYFChenCYLiWCWangTFHsuehYP. Tlr7 Deletion Alters Expression Profiles of Genes Related to Neural Function and Regulates Mouse Behaviors and Contextual Memory. Brain Behav Immun (2018) 72:101–13. 10.1016/j.bbi.2018.06.006 29885943

[26] LiuHYChenCYHungYFLinHRChaoHWShihPY. Rnase A Promotes Proliferation of Neuronal Progenitor Cells *Via* an ERK-Dependent Pathway. Front Mol Neurosci (2018) 11:428. 10.3389/fnmol.2018.00428 30534052PMC6275325

[27] ChenCYLinCWChangCYJiangSTHsuehYP. Sarm1, a Negative Regulator of Innate Immunity, Interacts With Syndecan-2 and Regulates Neuronal Morphology. J Cell Biol (2011) 193:769–84. 10.1083/jcb.201008050 PMC316686821555464

[28] CartyMBowieAG. Recent Insights Into the Role of Toll-like Receptors in Viral Infection. Clin Exp Immunol (2010) 161:397–406. 10.1111/j.1365-2249.2010.04196.x 20560984PMC2962956

[29] LesterSNLiK. Toll-Like Receptors in Antiviral Innate Immunity. J Mol Biol (2014) 426:1246–64. 10.1016/j.jmb.2013.11.024 PMC394376324316048

[30] KominskyDJCampbellELColganSP. Metabolic Shifts in Immunity and Inflammation. J Immunol (2010) 184:4062–8. 10.4049/jimmunol.0903002 PMC407746120368286

[31] ApplequistSEWallinRPLjunggrenHG. Variable Expression of Toll-like Receptor in Murine Innate and Adaptive Immune Cell Lines. Int Immunol (2002) 14:1065–74. 10.1093/intimm/dxf069 12202403

[32] SinghMVCichaMZNunezSMeyerholzDKChapleauMWAbboudFM. Angiotensin II-induced Hypertension and Cardiac Hypertrophy are Differentially Mediated by TLR3- and TLR4-dependent Pathways. Am J Physiol Heart Circ Physiol (2019) 316:H1027–38. 10.1152/ajpheart.00697.2018 PMC658039830793936

[33] ShmueliAShalitTOkunEShohat-OphirG. The Toll Pathway in the Central Nervous System of Flies and Mammals. Neuromolecular Med (2018) 20:419–36. 10.1007/s12017-018-8515-9 30276585

[34] SunJDuffyKERanjith-KumarCTXiongJLambRJSantosJ. Structural and Functional Analyses of the Human Toll-like Receptor 3. Role of Glycosylation. J Biol Chem (2006) 281:11144–51. 10.1074/jbc.M510442200 16533755

[35] SatoRShibataTTanakaYKatoCYamaguchiKFurukawaY. Requirement of Glycosylation Machinery in TLR Responses Revealed by CRISPR/Cas9 Screening. Int Immunol (2017) 29:347–55. 10.1093/intimm/dxx044 28992181

[36] LeiferCAMedvedevAE. Molecular Mechanisms of Regulation of Toll-Like Receptor Signaling. J Leukoc Biol (2016) 100:927–41. 10.1189/jlb.2MR0316-117RR PMC506909327343013

[37] MurakamiYFukuiRMotoiYKannoAShibataTTanimuraN. Roles of the Cleaved N-terminal TLR3 Fragment and Cell Surface TLR3 in Double-Stranded RNA Sensing. J Immunol (2014) 193:5208–17. 10.4049/jimmunol.1400386 25305318

[38] LiJYeLWangXHuSHoW. Induction of Interferon-Gamma Contributes to Toll-like Receptor 3-Mediated Herpes Simplex Virus Type 1 Inhibition in Astrocytes. J Neurosci Res (2012) 90:399–406. 10.1002/jnr.22758 22057682PMC3411314

[39] HemmiHKaishoTTakeuchiOSatoSSanjoHHoshinoK. Small Anti-Viral Compounds Activate Immune Cells *Via* the TLR7 MyD88-dependent Signaling Pathway. Nat Immunol (2002) 3:196–200. 10.1038/ni758 11812998

[40] MedzhitovRPreston-HurlburtPKoppEStadlenAChenCGhoshS. MyD88 is an Adaptor Protein in the hToll/IL-1 Receptor Family Signaling Pathways. Mol Cell (1998) 2:253–8. 10.1016/S1097-2765(00)80136-7 9734363

[41] HuangYTemperleyNDRenLSmithJLiNBurtDW. Molecular Evolution of the Vertebrate TLR1 Gene Family–A Complex History of Gene Duplication, Gene Conversion, Positive Selection and Co-Evolution. BMC Evol Biol (2011) 11:149. 10.1186/1471-2148-11-149 21619680PMC3125219

[42] PriceAEShamardaniKLugoKADeguineJRobertsAWLeeBL. A Map of Toll-Like Receptor Expression in the Intestinal Epithelium Reveals Distinct Spatial, Cell Type-Specific, and Temporal Patterns. Immunity (2018) 49:560–75.e566. 10.1016/j.immuni.2018.07.016 30170812PMC6152941

[43] RobertsAWLeeBLDeguineJJohnSShlomchikMJBartonGM. Tissue-Resident Macrophages Are Locally Programmed for Silent Clearance of Apoptotic Cells. Immunity (2017) 47:913–27.e916. 10.1016/j.immuni.2017.10.006 29150239PMC5728676

[44] CavassaniKAIshiiMWenHSchallerMALincolnPMLukacsNW. TLR3 is An Endogenous Sensor of Tissue Necrosis During Acute Inflammatory Events. J Exp Med (2008) 205:2609–21. 10.1084/jem.20081370 PMC257193518838547

[45] QiRSinghDKaoCC. Proteolytic Processing Regulates Toll-Like Receptor 3 Stability and Endosomal Localization. J Biol Chem (2012) 287:32617–29. 10.1074/jbc.M112.387803 PMC346334322865861

How the deposited data were processed for this re-analysis (not part of the article)

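RNA of mouse bone marrow-derived macrophages was sequenced in 15 libraries, 5 each of control cells, cells given 10 µg/ml poly(I:C) and cells given 4 µM CL075 for 6 h. The libraries were made with a stranded mRNA kit and read from one end. The authors processed the reads in 2 ways. In the first, they trimmed the reads, aligned them to GRCm38 with the Ensembl annotation in CLC Genomics Workbench and compared the groups with its generalized linear model and Wald test. In the second, they used HISAT2, featureCounts and edgeR, whose versions are not given in the sources used here, and the deposited lists of that pipeline hold only the genes it called. The genes the authors report passed both pipelines at an adjusted p under 0.05 and a fold change over 1.5, with a mean TPM above 0.5 in one group, and noncoding genes were removed before the gene ontology analysis. Reads that match several places in the genome were kept by the authors' settings, and the strand setting of the counting is not given in the sources used here.

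The deposited tables of all genes give for each library the count of reads per gene, which is not normalized, and the TPM, which the authors scaled to the same sum in each library. They also give the authors' log2 fold changes, p-values and adjusted p-values from CLC for each gene that it tested, and the authors' lists give the log2 fold changes and adjusted p-values of the called genes. The counts were used here for every test and the deposited TPM for the expression floor, and 20 columns of RPKM were not used. The control libraries held the same counts in the tables of both comparisons. Across tested genes the deposited CLC log2 fold changes had a Pearson's r of 0.9999 with those computed here for poly(I:C) and 0.9999 for CL075. Of the symbols in the authors' lists, 18 were not found in the tables of all genes, among them symbols turned into dates.

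The tables hold 25814 genes, of which 25779 were found in GENCODE vM21 and 21878 are protein-coding. Counts of all 15 libraries were analysed in 1 fit with edgeR 4.0.16 in R 4.3.3, with genes kept by filterByExpr (11804 genes), TMM normalization, the quasi-likelihood test and adjustment by Benjamini-Hochberg. A gene was called higher or lower at an adjusted p under 0.05, a fold change over 1.5 and a mean TPM above 0.5 in at least 1 of the groups compared, which are the thresholds the paper gives. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the test's F. Where a group holds few counts, as control cells do for Ifnb1, Il6, Dnmt3c and Tlr12, this quotient falls below the counting error and understates it. CPM values were normalized by TMM and are given as mean ± SD of 5 libraries. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, again with an estimated correlation, and with fry. Their members were also adjusted over the list alone, with the fold threshold but without the TPM floor. Single measures per library were compared by exact two-sided permutation tests. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

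The lists are interferon-stimulated genes, NF-kB feedback and inflammatory genes, DNA replication, DNA damage repair, mitosis, ribosome biogenesis, cytosolic and mitochondrial aminoacyl-tRNA synthetases, tRNA and rRNA methyltransferases, m6A writers, readers and erasers, proteasome, MHC class I and class II presentation, cytosolic nucleic acid sensors, endosomal TLR trafficking and processing, glycolysis, the tricarboxylic acid cycle, fatty acid beta-oxidation, cholesterol synthesis, the hypoxia response, intraflagellar transport and cilium, and mitochondrial ribosomal proteins. The list of cytosolic nucleic acid sensors also holds other receptors of the cytosol, adaptors and kinases. Marker lists cover macrophages, neutrophils, dendritic cells (mostly of the conventional type), T and NK cells, B cells, mast cells and basophils, fibroblasts and stroma, and erythroid cells, whose genes had too few reads to be tested. The study's own lists are its heat map groups (cytokines and chemokines, Toll-like receptors, adaptors, transcription factors, chromatin regulators, caspases and apoptosis, autophagy), the genes it names as opposing and its RT-PCR genes, all chosen by the authors on these samples. The genes that could be named are those of the study's heat map, RT-PCR and text, the 8 with the largest fold in each direction of each comparison among called genes with a mean CPM of at least 10, separate groups of libraries and a gene symbol that is no model name, and from each list the 3 with the highest mean CPM and the one with the largest called fold.

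The test was tried on simulated data, in which 200 genes were changed by a known fold. At folds of 1.5, 2 and 4 it called 53.0%, 98.5% and 100.0% of the changed genes with the libraries of poly(I:C) and control, and 47.8%, 95.5% and 98.5% with those of CL075 and control. A fold of 1.5 is the fold threshold itself, so the shares called there follow from the threshold and do not measure power. By the adjusted p alone, 89.4% and 88.1% of the genes changed by 1.5-fold passed in the right direction. The test called 2 of 11207 and 2 of 11206 unchanged genes. With so few changed genes, as many raised as lowered, the simulation does not test the scaling of the libraries. These rates need not hold in the data, where 6599 and 4616 genes were called. A fold against a group without counts is given as a lower bound from a floor of 3 counts over the group, which covers counting error alone. As alternatives, each result was computed again with DESeq2 size factors, with upper-quartile factors, with the Wald test of DESeq2 1.42.0, with other filters and thresholds, with the libraries of 2 groups alone, with replicate numbers as a block, with protein-coding genes alone, and without each library and each replicate number in turn. Library totals and Hprt as scales were added after the data were seen. Some genes that the rule allows are not reported here. The mouse lines that carry tagged receptors were not analysed here, and the RT-PCR of the paper was used only as values read by eye from Fig. 2.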

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

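The tests on the hypoxia genes and on the shift of the median gene were chosen after those results were seen. CL075 raised genes of the hypoxia response and of glycolysis, which the text of the paper does not analyse. Of 15 hypoxia genes, 12 were higher and 1 lower with CL075 (12 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.602 (camera adjusted p = 5.5e-04, adjusted p = 0.19 with an estimated correlation). With poly(I:C) 6 were higher and 7 lower (6 higher and 7 lower when adjusted over the list alone). Adm, the gene of adrenomedullin, rose by 5.55 (standard error 0.20, edgeR adjusted p = 1.6e-14) on the log2 scale with CL075, Ndrg1 by 3.88 (standard error 0.10) and Egln3, an oxygen sensor that acts on HIF proteins, by 2.86 (standard error 0.25), while Egln3 fell by 3.67 (standard error 0.50) with poly(I:C). Of 17 genes of glycolysis, 15 were higher and 0 lower with CL075 (15 higher and 0 lower when adjusted over the list alone), with a median of 1.25 (camera adjusted p = 6.0e-07, adjusted p = 0.19 with an estimated correlation). The glucose transporter gene Slc2a1 rose by 3.09 (standard error 0.16) and Pfkl, the gene of a phosphofructokinase, by 2.03 (standard error 0.10), and both medians kept their sign under every scale tried. With poly(I:C) 5 genes of glycolysis were higher and 3 lower (5 higher and 3 lower when adjusted over the list alone), and their median of 0.10 turned to -0.22 with upper-quartile factors, -0.44 with Hprt and -0.83 with library totals as the scale.

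Some members of other lists that the text of the paper does not analyse were called too, but with an estimated correlation no list passed. Genes of MHC class I presentation had a median log2 fold change of 2.31 with poly(I:C) and 0.46 with CL075, where 8 of 18 were higher and 0 lower (8 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0015), with adjusted p = 0.23 and 0.34 with an estimated correlation. Genes of the proteasome had a median of 0.59 with poly(I:C), which turned to -0.34 with library totals as the scale, and 0.55 with CL075 (adjusted p = 0.37 and 0.19 with an estimated correlation). Genes of cholesterol synthesis had a median of -1.43 with poly(I:C) and -0.43 with CL075 (adjusted p = 0.49 and 0.59 with an estimated correlation).

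Hypoxia genes were lower with poly(I:C) than with CL075, 10 of 15 of them with 0 higher (0 higher and 10 lower when adjusted over the list alone) and a median of -2.30 (camera adjusted p = 0.0038, adjusted p = 0.43 with an estimated correlation). The scale of the libraries does not account for this, since the median of all genes in this comparison was at lowest -0.596 under the scales tried. A stronger response to CL075 as a whole is not what the tables show either, since of the 1241 genes higher with both ligands 607 were higher with poly(I:C) than with CL075 and 137 lower, and the first number was the larger under every scale tried. Oxygen or handling that differed between the groups cannot be told apart from the ligand, because each group holds 1 treatment and no handling is recorded (median of 1.602 with CL075 against control).

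With library totals as the scale, the median gene was lower with poly(I:C), at a log2 fold change of -1.01 between group means, computed without the edgeR fit. Without the 10 genes of largest gain in the totals it was still -0.884, so these genes alone do not explain the shift. Without the 100 and the 1000 genes of largest gain it was -0.65 and -0.22, but leaving out genes chosen for their gain shrinks the shift by itself, so these values decide nothing. A fall in the amount of mRNA per cell cannot be told apart from a change in the composition of the mRNA, as the tables hold 0 added RNA standards.

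A library stood apart from the other 4 of its group in 23 of 660 groups of 5 values, where chance gives about 33 (5%), counting a gap to the nearest library over 0.71 of the group's range. The mean of the list of endosomal TLR trafficking (0.714) and of glycolysis (0.813) was lowest in poly(I:C) replicate 3, and that of fatty acid oxidation (0.805) highest in CL075 replicate 4. Poly(I:C) replicate 3 was also highest for Ccr3 (0.765), Il1b (0.717) and Klrk1 (0.785) and lowest for Hdac1 (0.760), which makes 6 of the 23. Poly(I:C) replicate 2 was highest for Stat4 (0.913), replicate 4 lowest for Tlr5 (0.781) and replicate 5 lowest for Top2a (0.787). In control cells, replicate 2 was highest for Cd14 (0.745), Il6 (0.820) and Slc2a1 (0.775), replicate 3 highest for Acod1 (0.914), replicate 4 lowest for Pole2 (0.808) and replicate 5 lowest for Atg3 (0.742). With CL075, replicate 4 was highest for Dnmt3c (0.820) and Saa3 (0.743), replicate 5 highest for Engase (0.876) and lowest for Cpt1a (0.906), replicate 2 highest for Jun (0.855) and replicate 3 lowest for Gapdh (0.756). Leaving out the library concerned changed the call of 1 of these genes, Stat4, which was called lower with poly(I:C) without poly(I:C) replicate 2 (-0.61) and lower than with CL075 (-0.62).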

How the results depend on the processing

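The scales of library totals and Hprt were added after the data were seen. Under the alternatives set earlier, 6898 of 7135 values of named genes kept their call, 111 gained one and 126 lost one, and none turned. Of values of gene lists 819 of 893 were the same and 60 were weaker, 49 of them in camera with the estimated correlation, under which no list had an adjusted p under 0.05 (lowest 0.063). Of counts and the correlation 218 of 247 were the same, with 29 moved. Without single libraries or replicate numbers 10549 of 10620, 2258 of 2280 and 355 of 360 stayed the same, and under the added scales 903 of 1062, 196 of 228 and 20 of 36. Libraries with the same replicate number were correlated at a median of 0.211 (0.027 to 0.3, 13 of 15 pairs over 0.1) and those with different numbers at -0.045, and in 14 of 15 pairs the first library correlated best with its own number. Libraries of the same number thus had something in common, which the sources used here do not name. The main p-values and SDs leave it out of account. All pairs of control and CL075 were over 0.1 (lowest 0.109), but replicate 4 was under it between poly(I:C) and control (0.027) and between poly(I:C) and CL075 (0.083), so the rule for pairing, which asks it of every pair, was not met over the 3 groups, and was met for control and CL075 alone. With replicate number as a block S100a8 was also called with poly(I:C) (0.76) and S100a9 with CL075 (0.87), no other named gene changed its call, and 6627, 4651 and 5502 genes were called for poly(I:C), CL075 and poly(I:C) against CL075. The alternative for tables that hold only normalized values was not run, as the tables hold counts.

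With no fold threshold, CL075 called 8811 genes, 4281 higher and 4530 lower, and poly(I:C) against CL075 called 8962, 4384 higher and 4578 lower. Then 2732 genes were higher and 3255 lower with both, 730 higher with poly(I:C) and lower with CL075, 999 the reverse, and 1549 higher and 1275 lower with CL075 alone. With a fold over 2, poly(I:C) lowered 2246 genes, CL075 called 2531, 1130 higher and 1401 lower, and poly(I:C) against CL075 called 3513, of which 1637 were lower. Then 686 were higher and 889 lower with both, 88 higher with poly(I:C) and lower with CL075, 48 the reverse, and 444 higher with CL075 alone. With the test glmTreat 147 genes were higher with poly(I:C) and lower with CL075 and 132 the reverse. These moves follow from the thresholds themselves. The correlation of fold changes was 0.525 with no low-count filter, 0.581 with at least 10 counts in every library, 0.619 with only the 2 groups compared, 0.546 with the controls split and 0.548 to 0.569 without single libraries or replicate numbers, and the cause was not tested beyond the shared controls.

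With library totals as the scale, 1546 genes were higher and 7664 lower with poly(I:C), 1208 and 4184 with CL075, and 1629 and 5631 with poly(I:C) against CL075. Then 596 were higher and 3665 lower with both and 950 higher and 3999 lower with poly(I:C) alone. With Hprt 5920 were lower with poly(I:C), 1314 higher and 3814 lower with CL075, 733 higher and 3091 lower with both, and 2829 lower with poly(I:C) alone. With library totals these genes turned with poly(I:C): Dnmt3a (-0.29), Psma6 (-0.34), Fos (-0.80), Cd74 (-0.13), Cpt1a (-0.93), Rela (-0.00), Rgs2 (-0.85), Slc2a1 (-0.065), Tlr13 (-0.66), Ctss (-0.29), Tlr4 (-0.20), Tlr1 (-0.12), Ticam1 (-0.13), Gapdh (-0.83), Wtap (-0.67) and Lyz2 (-0.93). With library totals camera placed the list of the tricarboxylic acid cycle lower with poly(I:C), opposite to its uncalled direction on the TMM scale, while its median relative to all genes stayed at 0.16.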

Differences from the paper's values

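The paper gives about 2.5 for the RT-PCR level of Tlr9 relative to Hprt with poly(I:C) against control in Fig. 2, read by eye, while the ratio of Tlr9 to Hprt in the sequenced libraries rose 3.88-fold here, which is another method. Of the alternatives set before the data were examined, the difference is 1.5-fold or less, and so does not count as one, without control replicate 2, without poly(I:C) replicate 4, without poly(I:C) replicate 5 and without replicate 4, and it remains under each of the others (all alternatives from 3.66 to 4.08). The other 27 of the 28 ratios read from that figure lay within 1.5-fold of the ratio here or within the SD of the libraries.

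The statements in this and the next paragraph rest on a heat map of z-scores without a stated threshold, so a gene that is not called here need not contradict them. The paper states that CL075 lowered Tlr3, Tlr7, Tlr8, Tlr11, Tlr12 and Tlr13 (Fig. 1C), and none of them was called lower here, though each log2 fold change is negative (-0.02, -0.02, -0.32, -1.24, -0.17 and -0.39). Tlr11 was called lower with no TPM floor (-1.24), without control replicate 1 (-1.40) and without replicate 1 (-1.42). Tlr8 and Tlr13 were called lower with no fold threshold, and they were called lower with library totals (-0.67 and -0.74) and with Hprt (-0.61 and -0.67) as the scale, chosen after seeing the values, where 1208 and 1314 of the 2082 genes called higher with CL075 remain called. The paper states that poly(I:C) raised every Tlr gene but Tlr5, and Tlr8 (0.50) and Tlr13 (0.28) were not called here, though their fold changes are positive and both were called higher with no fold threshold.

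The paper names genes on which the ligands acted in opposite ways (Fig. 1C), and of these Dnmt3l and Casp2 were called in opposite directions here. Hdac2, Hdac7, Atg5 and Atg9a were called lower with poly(I:C) and not called with CL075 (0.42, 0.41, 0.05 and 0.29), and Apaf1, Bid and Dnmt3a were called higher with poly(I:C) and not called with CL075 (-0.23, -0.22 and -0.41). With no fold threshold Hdac2, Hdac7 and Atg9a were called higher and Apaf1, Bid, Dnmt3a and Fos lower with CL075, as the paper states, and Atg5 was still not called. Fos (0.14 and -0.43), Stat4 (-0.49 and 0.00) and Irf3 (-0.48 and 0.07) were called with neither ligand. Irf3 was called lower with poly(I:C) with no fold threshold and with upper-quartile factors (-0.80). Stat4 was called lower with poly(I:C) with no fold threshold, with upper-quartile factors (-0.81) and without poly(I:C) replicate 2 (-0.61). With CL075, Fos and Dnmt3a were called lower with library totals (-0.78 and -0.76) and with Hprt (-0.71 and -0.70), scales chosen after seeing the values, and with library totals Fos and Dnmt3a turned negative with poly(I:C) too.

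By RT-PCR the paper reports Hdac4 and Atg7 lower with both ligands, and neither was called with CL075 on the TMM scale here (-0.31 and -0.56). The RT-PCR values are relative to Hprt, and with Hprt as the scale, chosen after seeing the values, both were called lower (-0.59 and -0.85), at ratios of 0.664 and 0.555 beside about 0.66 and 0.5 read by eye, so on the paper's own reference the difference is not seen. Both were also called lower with no fold threshold and with library totals, and Atg7 with upper-quartile factors (-0.72), with only genes of at least 10 counts in every library (-0.59) and without CL075 replicate 1 (-0.59). The paper's text reports Irf7 and Hdac1 raised by TLR3 and not TLR7 activation, and both were called higher with CL075 here (1.46 and 0.81), Hdac1 no longer with Hprt (0.52) or library totals (0.46) as the scale. Relative to Hprt they rose 2.25-fold and 1.44-fold with CL075, beside about 2.2 and 1.5 read by eye from the figure.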

Other observations

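The zinc finger genes were picked as a group after the data were seen, and the tests on them were written before those results. Poly(I:C) raised genes known from other cell types. Clec9a, a receptor for dead cells on dendritic cells, rose by 6.16 (standard error 0.17, edgeR adjusted p = 1.0e-16) on the log2 scale (5.60% of its exons overlap Clec1b on the same strand) and was not called with CL075 (0.10), and Lck, a kinase of T cells, rose by 6.23 (standard error 0.19) and was not called with CL075 (0.62). Of 8 marker genes of dendritic cells, mostly of the conventional type, 5 had enough reads to be tested. Of these 5, 4 were higher with poly(I:C) and 0 with CL075 and none was lower (5 and 1 higher when adjusted over the list alone, without the TPM floor). Clec9a, Xcr1, Itgae and also Lck had enough reads only with poly(I:C), so the filter itself favored higher calls. The untested Flt3, Zbtb46 and Cd209a were not higher, at 0.209, 0.255 and 0.016 CPM in control cells and 0.04, 0.211 and 0 with poly(I:C). Of 3 T and NK cell markers, 1 was higher and 1 lower with poly(I:C) and 0 were higher and 1 lower with CL075 (1 and 1, and 0 and 2, when adjusted over the list alone). Of 2 B cell markers, 0 were higher and 1 lower with poly(I:C) and 0 and 1 with CL075 (1 and 1, and 1 and 1, when adjusted over the list alone). Of 3 fibroblast markers, 1 was higher with poly(I:C) and 1 with CL075 and none was lower, and of 3 mast cell and basophil markers none was called with either ligand (2 and 0 higher when adjusted over the list alone). Gapdh, often used as a reference, rose by 0.98 (standard error 0.09) with CL075 and was not called with poly(I:C) (0.10), a direction that turned with library totals as the scale (-0.83), and Hprt was higher by less than 1.5-fold with both (0.55 (standard error 0.06) and 0.29 (standard error 0.06)) and was called higher with poly(I:C) with DESeq2 size factors or the DESeq2 test (0.62) and without control replicate 3 (0.59).

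RNA of red blood cells was seen in 3 of the 15 libraries. The hemoglobin gene Hba-a2 stood at 14.56 CPM in CL075 replicate 2, 13.41 in CL075 replicate 3 and 18.31 in poly(I:C) replicate 3, and at 0.16 or less in each of the other 12 libraries. Hbb-bs stood at 10.55, 11.0 and 15.84 CPM in the same libraries and at 0.39 or less in the others. The group means of these genes (5.61 CPM of Hba-a2 with CL075 and 3.71 with poly(I:C)) come from those libraries and are no response to the ligands that the other replicates share, and the erythroid markers were not tested because too few libraries hold reads of them. Poly(I:C) replicate 3 is also the library that stood apart most often from its group. The cause, such as blood cells in the marrow culture or carry-over between samples, was not tested, and each result was also computed without each of these libraries.

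Zinc finger genes named Zfp and a number were lower with poly(I:C) more often than other genes, 153 of 303 or 50.5% against 30.5% of all tested genes, with 31 higher and a median log2 fold change of -0.64 that stayed negative under every scale tried. Lists of the same size matched on mean expression held 122 lower genes at the median and 151 at most of the lists drawn (permutation p = 0.0001, the smallest they can give), lists matched on expression and GC content 116 and 147 (permutation p = 0.0001), and lists matched on expression and transcript length 135 and 165 (permutation p = 0.0158). These tests argue against low expression, GC content and transcript length, each taken alone with expression, as the whole cause. With CL075 117 of the same genes were lower and 21 higher, and that both ligands may lower this gene family is a hypothesis, since it was found and tested on the same libraries, and the p-values take no account of that choice. Short-lived mRNA as its basis was not tested.

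The libraries of each comparison were also divided into groups of 5 in other ways. Every other division mixes libraries of both groups, so the difference between the groups widens the spread within each. Few calls follow from that alone, so these divisions cannot test whether the calls of the real one arose by chance. Of 100 divisions of the poly(I:C) and control libraries into groups of 5, 1, the real one, called as many genes as the real 6599, and the highest of the others called 0 in edgeR (at an unadjusted p under 0.05, 10121 and 6313 genes, median of the others 57). For CL075 and control it was 1 of 100, with 4616 genes against 0 (unadjusted 9257 and 6209, median 93), and for poly(I:C) and CL075 1 of 100, with 5487 against 2 (unadjusted 9422 and 5957, median 134).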
